# Dietary Protein Restriction Ameliorates Cardiac Inflammaging via AMPK‐ULK1‐Mediated Mitochondrial Quality Control

**DOI:** 10.1111/acel.70386

**Published:** 2026-01-18

**Authors:** Wagner S. Dantas, Elizabeth R. M. Zunica, Elizabeth C. Heintz, Charles L. Hoppel, Cristal M. Hill, Christopher D. Morrison, Christopher L. Axelrod, Gangarao Davuluri, John P. Kirwan

**Keywords:** bioenergetics, fission, fusion, heart, mitochondria, obesity, quality control

## Abstract

Calorie restriction (CR) is a robust intervention for improving metabolic health and delaying obesity and age‐related diseases, yet its translational utility is limited by adherence challenges and diminished effectiveness later in life. Dietary protein restriction (DPR), which reduces dietary protein without decreasing total caloric intake, has emerged as a promising alternative, yet its cardioprotective potential in the context of obesity and aging remains poorly understood. Here, we demonstrate that DPR mitigates obesity‐induced cardiac remodeling and inflammaging by activating the AMPK–ULK1 signaling axis and enhancing mitochondrial quality control. In middle‐aged male mice with high‐fat diet‐induced obesity, 4 months of DPR attenuated cardiac hypertrophy and normalized heart failure markers, independently of FGF21 signaling. Transcriptomic and protein analyses revealed that DPR suppressed the activation of the cGAS–STING pathway, reduced mitochondrial DNA release into the cytosol, and blunted expression of pro‐inflammatory mediators, including IRF3 and IFN‐γ. DPR also restored mitochondrial dynamics, enhanced mitophagy, and maintained ATP content despite reduced respiratory capacity. Mechanistically, DPR increased AMPK‐dependent ULK1 phosphorylation while suppressing mTOR signaling, thereby promoting mitochondrial turnover. These effects were confirmed in cardiomyocytes, where AMPK knockdown abrogated ULK1 activation and mitophagy under conditions of low amino acid availability. Together, these findings uncover a novel mechanism by which DPR attenuates cardiac inflammation and supports mitochondrial homeostasis, highlighting its therapeutic potential for enhancing cardiovascular health during obesity‐mediated inflammaging.

## 1 Introduction

A central focus of nutritional research features the cellular and molecular impact of dietary influence on health span. A range of nutritional interventions, including calorie restriction (CR), intermittent fasting, fasting mimetics, and dietary restriction, have been shown to improve metabolic health and extend lifespan (Fontana and Partridge 2015). Although the precise role of reduced dietary macronutrients in mediating the benefits of CR remains under investigation, there is growing evidence that macronutrient balance exerts a profound influence on longevity and overall health (Simpson and Raubenheimer 2009).

The global population is expected to live on average for 77.3 years by 2050, up 4.5 years since 2021 (GBD 2021 Forecasting Collaborators 2024). In addition, the sustained increase in obesity prevalence over recent decades is well documented (Kachmar et al. 2025). The extension of lifespan despite rising obesity rates highlights the urgent need to identify and evaluate effective geroprotective strategies that can prevent or delay the onset of both obesity‐related and age‐associated diseases. Among the most extensively studied and consistently effective interventions is CR, which typically involves a 20%–40% reduction in caloric intake relative to ad libitum feeding (Green et al. 2022). Although CR robustly reduces the incidence of numerous obesity and age‐associated diseases, long‐term adherence is difficult to maintain without risking malnutrition (Mihaylova et al. 2023). Moreover, the efficacy of CR diminishes when initiated later in life (Hahn et al. 2019), raising concerns about its feasibility and effectiveness as a widespread public health strategy.

High‐protein diets have long been advocated for weight loss and the prevention of obesity and its metabolic consequences (Leidy et al. 2015). Popularized in the 1960s, these diets remain a cornerstone of weight management. While their long‐term impact on cardiovascular health remains unclear, high‐protein diets have been assumed to confer protective effects against cardiovascular disease by improving body composition and metabolic risk profiles (Song et al. 2016). However, emerging epidemiological evidence suggests an inverse relationship: lower protein intake is associated with improved metabolic health and resilience, whereas higher protein consumption is associated with increased mortality (Levine et al. 2014). Supporting this, studies in rodent models (Zhang et al. 2020) and nonhuman primates (Cox et al. 2017) have linked high dietary protein intake to the development and progression of cardiovascular disease. Despite these findings, direct mechanistic studies exploring how high protein intake contributes to cardiovascular pathology are limited, and the underlying biological pathways remain poorly defined.

In contrast, dietary protein restriction (DPR)—a strategy that reduces protein intake without lowering total caloric intake—has been shown to extend lifespan and enhance metabolic health across several species (Solon‐Biet et al. 2014). DPR uniquely extends lifespan, whereas fat or carbohydrate restriction does not yield similar benefits (Lee et al. 2008), indicating that the longevity benefits of DPR are independent of caloric intake (Hill et al. 2022). Moreover, restricting specific amino acids such as methionine, threonine, tryptophan, or branched‐chain amino acids (BCAAs) also promotes lifespan extension, suggesting that DPR activates distinct molecular pathways that support metabolic health and longevity, even under conditions of obesity (Hill et al. 2022). However, whether DPR can improve cardiovascular outcomes during aging in the context of obesity and the molecular mechanisms involved remain unclear.

In this study, we demonstrate that dietary DPR attenuates cardiac inflammaging, characterized by chronic, low‐grade inflammation in aged hearts with obesity, through the activation of the AMPK‐UNC51‐like kinase 1 (ULK1) signaling axis, thereby promoting mitochondrial quality control. These findings provide novel mechanistic insight into how reduced dietary protein intake exerts cardioprotective effects, underscoring the potential of DPR as a strategy for promoting cardiovascular health during aging with obesity.

## 2 Results

### 2.1 Dietary Protein Restriction Mitigates Cardiac Remodeling During Obesity in Middle‐Aged Mice

Hill et al. (2022) reported that dietary protein restriction induces metabolic benefits in middle‐aged mice with diet‐induced obesity. Diet intervention was initiated at 12–16 months of age. At 16 months of age, the low protein (LP) diet significantly reduced body weight compared to the normal protein (NP) diet (Figure 1C). The protein leverage theory proposes that protein intake is prioritized over other macronutrients in regulating dietary behavior (Simpson and Raubenheimer 2005). When the proportion of protein in the diet is low, organisms compensate by increasing total food intake to achieve a target protein intake (Hill and Morrison 2019). However, DPR induces metabolic stress that triggers a neuroendocrine adaptation increasing energy expenditure through a fibroblast growth factor 21 (FGF21)‐dependent mechanism, independent of food intake (Laeger et al. 2016; Hill et al. 2017). As expected, the high‐fat (HF) diet markedly increased body weight compared to all other groups, while the high‐fat with low protein (HF + LP) diet attenuated weight gain compared to the HF group (Figure 1C). Changes in body weight and composition following dietary protein restriction were attributed to enhanced energy expenditure and glucose tolerance, accompanied by lower fasting insulin levels, independent of changes in food intake (Hill et al. 2022). This ultimately reduces the lipogenic effects of hyperinsulinemia associated with obesity to promote fat gain (Tricò et al. 2024).

**FIGURE 1:**
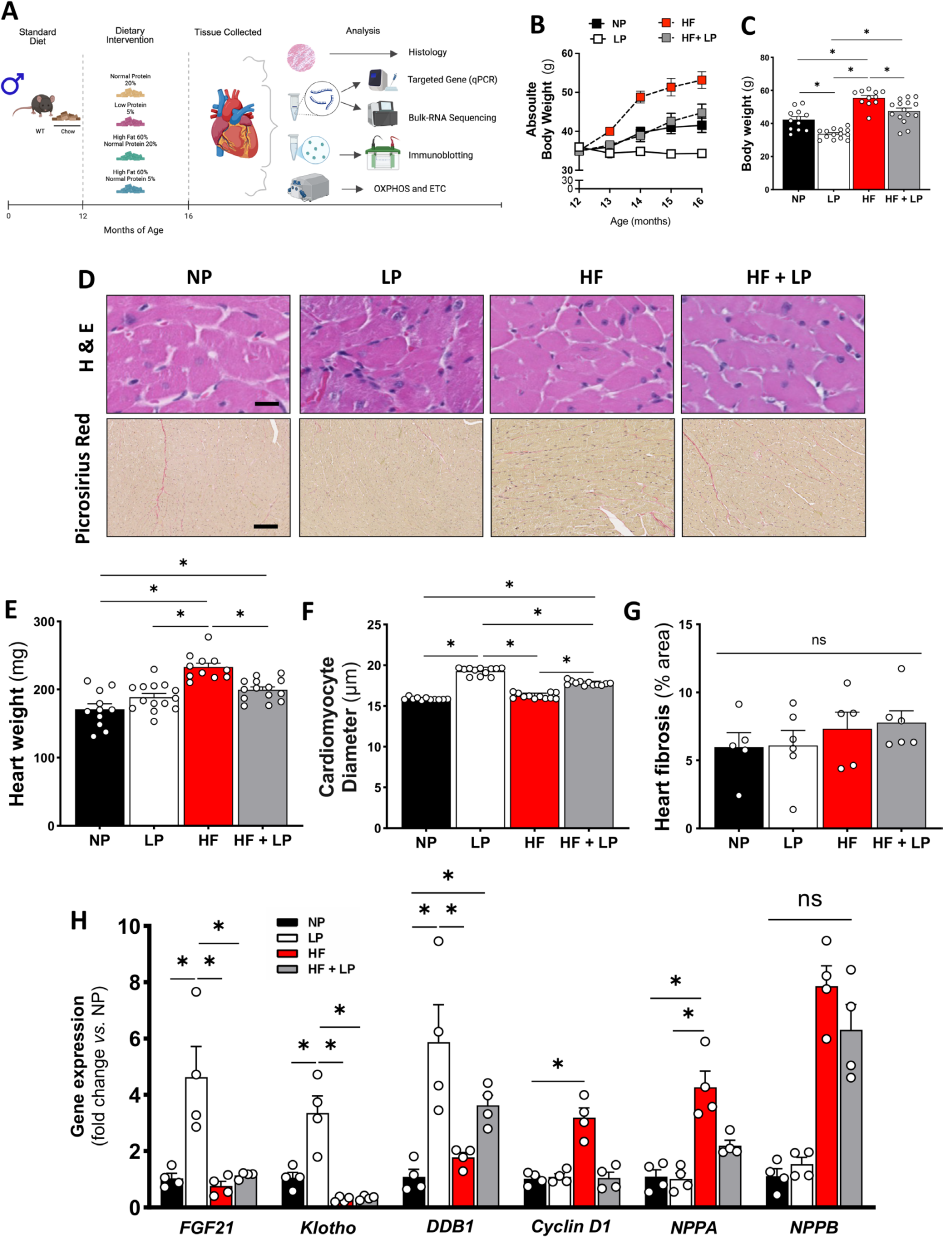
Effects of dietary protein restriction and high‐fat diet on cardiac remodeling. (A) Experimental design. (B) Absolute body weight over time. (C) Body weight at 16 months of age. (D) Representative images of heart sections stained with hematoxylin and eosin (H&E) and Picrosirius Red (scale bars in black = 50 μm). (E) Heart weight. (F) Quantification of cardiomyocyte diameter (*n* = 10–15 per group) and (G) cardiac fibrosis (*n* = 5 per group). (H) Gene expression in response to different dietary interventions (*n* = 4 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

Here, we assess the impact of dietary protein restriction on the heart of middle‐aged male mice. Heart weight was significantly increased in the HF group, and this effect was mitigated by DPR (Figure 1E). Cardiomyocyte diameter was elevated in both protein‐restricted groups (Figure 1D,F), with no evidence of cardiac fibrosis (Figure 1D,G). Notably, heart failure markers such as *Cyclin D1* and atrial natriuretic peptide (*NPPA*) were upregulated in the hearts of obese mice and normalized in the HF + LP group (Figure 1H). LP significantly increased *DDB1* expression, a marker of DNA repair, while HF + LP suppressed it (Figure 1H). Although fibroblast growth factor 21 (*FGF21*) and its co‐receptor, *Klotho*, are implicated in mediating DPR benefits, diet‐induced obesity by HF appears to blunt their response (Figure 1H). In summary, DPR attenuates cardiac remodeling during obesity.

### 2.2 Dietary Protein Restriction Protects Against Mitochondrial DNA Leak and Cardiac Inflammaging

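RNA sequencing was performed on left ventricular heart tissue from 20 mice, with 5 mice in each of the NP, LP, HF, and HF + LP groups. The paper places tissue collection at 16 months of age after 4 months of diet, whereas the sample labels give an age of 18 months for every mouse. Casein made up 20% of the NP and HF diets and 5% of the LP and HF + LP diets. The body weights that the labels give for the sequenced mice were 43.0 ± 7.82 g in NP, 32.6 ± 2.69 g in LP, 58.9 ± 1.76 g in HF, and 48.6 ± 5.93 g in HF + LP (mean ± SD, n = 5). HF mice were 15.9 g heavier than NP mice (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). HF + LP mice were lighter than HF mice, with a difference of −10.3 g (p = 0.0159 from the same exact test).

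Libraries were prepared with the QuantSeq method, which primes on the poly(A) tail and yields reads from the 3′ end of each transcript, so that a count does not grow with transcript length. They were sequenced on a NextSeq 500 with 75 bp reads. The authors aligned the reads with BlueBee software and deposited the raw number of reads per Ensembl gene for each mouse, without normalization. The paper's text names neither the genome build nor the annotation or the counting program, so it is unknown how reads from overlapping genes or near-identical gene copies were assigned. The counts cover 15956 genes, and the listed gene with the fewest counts had 60 over the 20 libraries. Total counts per mouse ranged from 14250780 to 20469775 in NP (median 15599314), 13663663 to 23331907 in LP (median 14945493), 12559607 to 20111272 in HF (median 17796749), and 14937961 to 18762093 in HF + LP (median 17602837). Totals did not differ between HF and NP (exact permutation test, p = 0.881) or between HF + LP and HF (p = 0.563).

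Transcripts encoded in mitochondrial DNA took 43.2 ± 2.48% of the counts in NP, 40.3 ± 3.94% in LP, 38.7 ± 0.751% in HF, and 43.3 ± 3.37% in HF + LP (SD, n = 5). Over genes with a mean normalized count over 50, the median correlation of a library with the others of its group was 0.908 for LP mouse 13, and between 0.944 and 0.979 for the other mice. Mice are named here by diet group and the animal number in the sample labels.

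Genes with too few counts for a test were removed with edgeR's filterByExpr by diet group, which left 13991 genes. Counts were scaled by TMM factors, and all 4 groups were fitted together with edgeR's quasi-likelihood model, so that they share an estimate of the spread between mice. Taken as edgeR's common coefficient of variation between mice, this spread was 0.258. Fits of 2 groups gave 0.215 for HF and NP and 0.226 for HF + LP and HF. Where LP took part, they gave 0.270 with NP and 0.285 with HF + LP. The LP mice thus widened the spread used in comparisons that do not include them. As in the paper, a gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a base mean over 50. The base mean is the mean normalized count over the 20 libraries. In the fit of all groups, 10159 genes had a base mean over 50 and so could be called.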

We conducted an unbiased transcriptomic analysis of left ventricular heart tissue from mice fed either NP, LP, HF, and HF + LP to identify the molecular pathways through which DPR attenuates cardiac remodeling during aging and obesity. 

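In HF compared to NP heart tissue, 37 genes were called, of which 7 were higher and 30 lower in HF (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 544 genes were higher and 805 lower, and this excess depended on scaling and model, with 647 higher and 685 lower with RLE size factors, 679 and 689 with DESeq2, and 1016 and 807 with only the 2 groups in the model. DESeq2 on the HF and NP libraries alone, chosen after the count from edgeR had been seen, called 365 genes, 158 of them higher. The HF and NP groups share 3 animal numbers, which belong to different mice, and the mean correlation of same-numbered mice in their deviations from the group means was −0.236. The animal number as a block moved the count furthest as a ratio, to 2 genes, Gm42972 and 5430431A17Rik. That block spends a coefficient on each animal number, and mice whose number no other mouse shares then add nothing to the test. A lower count can follow from this alone.

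Among the higher genes, Mthfd2, a mitochondrial enzyme of folate metabolism encoded on chromosome 6 of GRCm38 from 83305691 to 83325908, had a normalized count of 126 ± 12.9 in HF and 44.5 ± 7.31 in NP (SD, n = 5), a log2 fold change of 1.49 (standard error 0.20, adjusted p = 0.000527 from edgeR). Ctss, which encodes the lysosomal protease cathepsin S of myeloid cells (chromosome 3, 95526786 to 95556403), had 559 ± 106 in HF and 288 ± 15.7 in NP, a log2 fold change of 0.95 (standard error 0.16, adjusted p = 0.00489 from edgeR). The chemokine Ccl6, the secreted protein Fstl1, and the membrane protein Emp1 were higher by 1.01, 0.76, and 1.19 on the log2 scale, with edgeR adjusted p of 0.000674, 0.00174, and 0.00408. For each of these 5 genes every HF mouse lay above every NP mouse, which was a condition for naming them.

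The gene with the smallest p was Gm42972, listed as ENSMUSG00000105445, a transcript not annotated as protein-coding that spans 127266673 to 127272289 on chromosome 3 of GRCm38, inside Ank2 and on the same strand. Its normalized count was 50.3 ± 4.57 in HF and 177 ± 4.60 in NP (SD, n = 5), a log2 fold change of −1.82 (standard error 0.13, adjusted p = 6.31e-08 from edgeR). Reads of Ank2 itself could have been counted on it, and the log2 fold change of Ank2, named here as the host gene after its values were seen, was −0.43. On the log2 scale, 5430431A17Rik fell by 2.21, Gm42992 fell by 1.66, BC002189 fell by 1.29, and the histone methyltransferase Kmt2d fell by 0.89, with edgeR adjusted p of 5.35e-07, 7.65e-05, 0.000252, and 0.000174. In total, 18 of the 30 lower genes are not annotated as protein-coding. A list of 27 nuclear RNAs differed between HF and NP by −0.34 (exact permutation test, p = 0.0238).

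Gene sets were scored in each mouse as the mean over the set of log2 CPM (counts scaled to library size), each gene centred on its mean over the 20 mice. The set of interferon response genes, with 84 tested members, scored 0.63 ± 0.55 in HF and −0.16 ± 0.41 in NP (SD, n = 5). The difference of 0.79 had a two-sided exact permutation p of 0.0476, and 0.107 after Benjamini-Hochberg adjustment over 27 sets, with 3 of 5 HF mice above all NP mice. Of its genes, 83 were higher in HF and 65 had an unadjusted p under 0.05, and Phf11b was called (log2 fold change 1.59, standard error 0.29, adjusted p = 0.00857 from edgeR). The set of 36 myeloid cell genes scored 0.33 ± 0.15 in HF and −0.23 ± 0.08 in NP, a difference of 0.56 (exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0714), with 5 of 5 HF mice above all NP mice. Targets of the stress-responsive factor ATF4 were higher in HF by 0.32 (exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0714, 5 of 5 mice), and cytosolic DNA sensing genes by 0.47 (p = 0.0238, adjusted p = 0.107, 4 of 5 mice). The DNA sensing members with the smallest p were Ddx58, Irf7, Ifi204, Adar, and Zbp1. Ddx58, Irf7, and Adar are also members of the interferon set, so the DNA sensing difference does not stand apart from the interferon score.

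Over the 3 same-numbered pairs, taking the animal number as a block, the mean difference was 0.93 for the interferon set and 0.64 for the myeloid set, each with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs allow. The library names carry a number from 1 to 3 whose meaning the paper's text does not give. When mice were permuted only among libraries that share this number, the difference was 0.76 for the interferon set (exact permutation p = 0.0333) and 0.55 for the myeloid set (p = 0.0167).

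**Figure D1:**
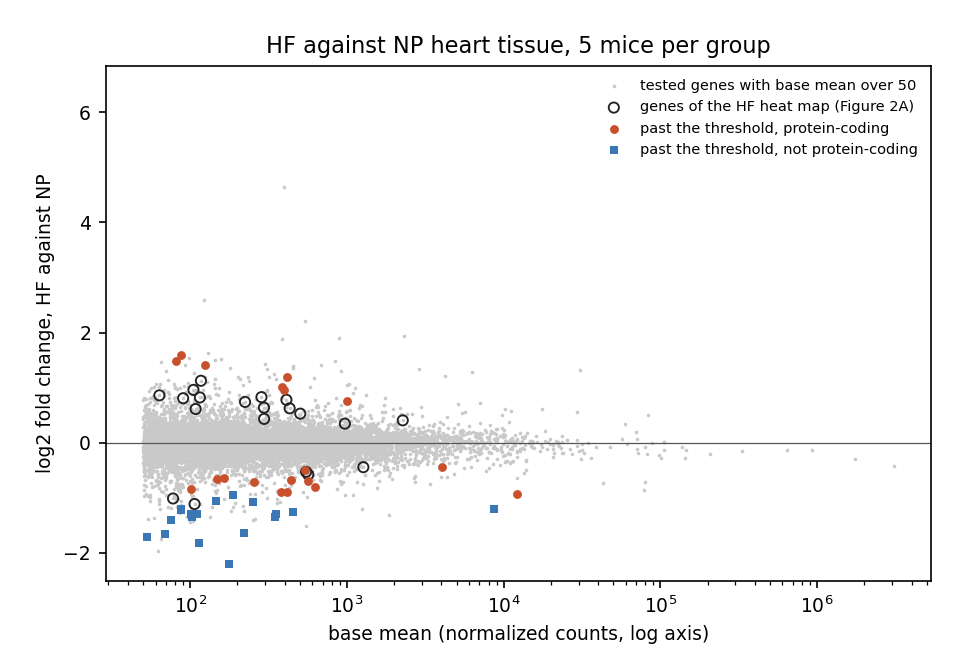
Log2 fold change of each tested gene with a base mean over 50 in HF compared to NP (vertical axis) against its base mean (horizontal log axis, normalized counts). Called genes annotated as protein-coding are orange and the other called genes are blue squares. Open circles mark the genes of Figure 2A. Of the 37 called genes, 30 lie under 0.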

Compared to NP, HF was associated with widespread activation of cardiac immune response and stress‐sensing pathways (Figure 2A,C). In contrast, HF + LP was associated with the reversal of inflammatory immune activation pathways compared to HF (Figure 2B,D). It is well‐established that activation of the cGAS–STING pathway promotes cardiac inflammation by sensing cytosolic mitochondrial DNA and triggering downstream type I interferon and pro‐inflammatory cytokine responses (Bai et al. 

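In HF + LP compared to HF heart tissue, 0 genes were called (smallest adjusted p = 0.0841 from edgeR with Benjamini-Hochberg adjustment, for Apod), and 443 genes had an unadjusted p under 0.05, of which 215 were higher and 228 lower in HF + LP. With edgeR on the HF and HF + LP libraries alone, 0 genes were called as well (smallest adjusted p = 0.119 with Benjamini-Hochberg adjustment). With DESeq2, 13 genes were called when all 4 groups were fitted together, all of them lower in HF + LP. On the HF and HF + LP libraries alone, a setting chosen after the edgeR count had been seen, DESeq2 called 23, of which 22 were lower. A total of 268 genes had an unadjusted p under 0.05 in both HF compared to NP and HF + LP compared to HF with opposite signs, and 0 genes were called in both. The same HF mice enter both comparisons, which favors opposite signs. Of 100 groupings of the mice, counting the real one, 6 gave at least as many such genes.

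The interferon response set scored −0.18 ± 0.18 in HF + LP (SD, n = 5), with single mice from −0.47 to 0.03, whereas single HF mice ranged from −0.18 to 1.15. The difference from HF was −0.81 (two-sided exact permutation p = 0.0397, Benjamini-Hochberg adjusted p = 0.119 over the gene sets), and 1 of 5 HF + LP mice lay below all HF mice. In this set 83 of 84 genes were lower in HF + LP, 64 of them at an unadjusted p under 0.05. Within libraries that share a number in the library name, the exact permutation p was 0.05. The 72 members that Figure 2 does not show differed by −0.74 (exact permutation p = 0.0397, adjusted p = 0.119 with Benjamini-Hochberg). Taking the median over the interferon genes in place of the mean moved this set past an adjusted p of 0.05, to −0.76 (exact permutation p = 0.0159, Benjamini-Hochberg adjusted p = 0.0476, in a range of 0.0306 to 0.307 over all alternatives). HF + LP differed from NP in the interferon score by −0.02 (exact permutation p = 0.921).

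Irf7, the transcription factor that amplifies type I interferon responses, had a normalized count of 197 ± 83.3 in HF + LP and 939 ± 558 in HF (SD, n = 5), a log2 fold change of −2.25 (standard error 0.46, adjusted p = 0.134 from edgeR). The antigen presentation set for MHC class I, with 22 tested members, differed by −0.49 (exact permutation p = 0.0397, Benjamini-Hochberg adjusted p = 0.119), with 1 of 5 HF + LP mice below all HF mice and 19 genes lower. The myeloid set differed by −0.35 (exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.107), with 5 of 5 HF + LP mice below all HF mice. It remained above NP by 0.20 (exact permutation p = 0.0397, Benjamini-Hochberg adjusted p = 0.268). After regression of the interferon score on the myeloid score over the 20 mice, the difference in the interferon score between HF + LP and HF was −0.40 (exact permutation p = 0.0952).

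Citing Figure 2A,C, the paper states that HF was associated with activation of immune and stress-sensing pathways, and citing Figure 2B,D, that HF + LP was associated with a reversal of the inflammatory ones. It then turns to the cGAS-STING pathway, which it describes as a trigger of type I interferon responses, and measures it at the protein level.

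**Figure D2:**
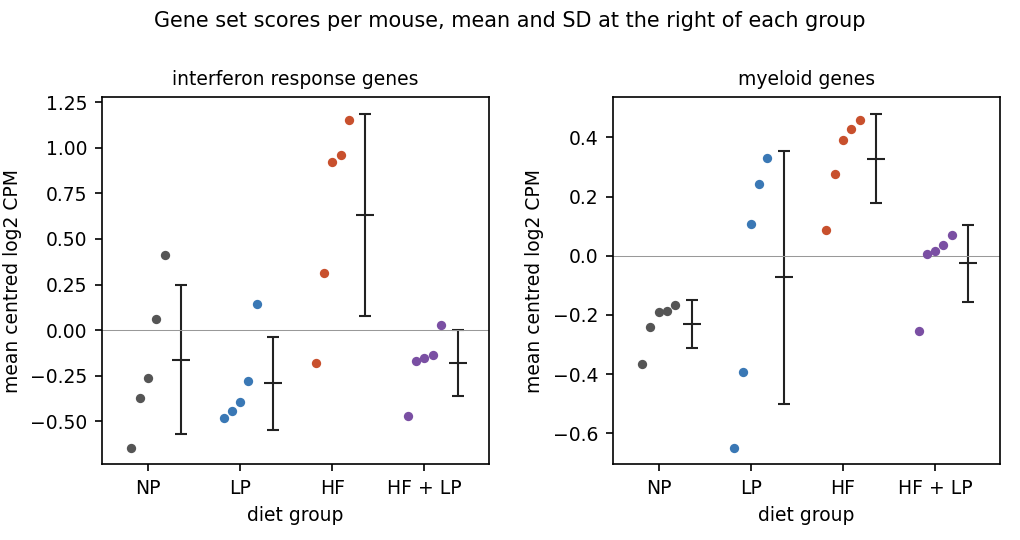
Score of the interferon response set (left) and the myeloid set (right) in each mouse, by diet group, in log2 units centred on the mean over the 20 mice. Points are single mice, and bars give the mean and SD of 5 mice. HF mice range from −0.18 to 1.15 in the interferon score and HF + LP mice from −0.47 to 0.03.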

2017). We further confirmed at the protein level that obesity activates the cGAS‐STING pathway and its downstream targets, whereas DPR suppresses this activation in the hearts of obese mice (Figure 2E,F). Notably, deoxyribonuclease II (DNAse II) protein was reduced in the HF group but significantly increased by DPR during obesity (Figure 2E,F).

**FIGURE 2:**
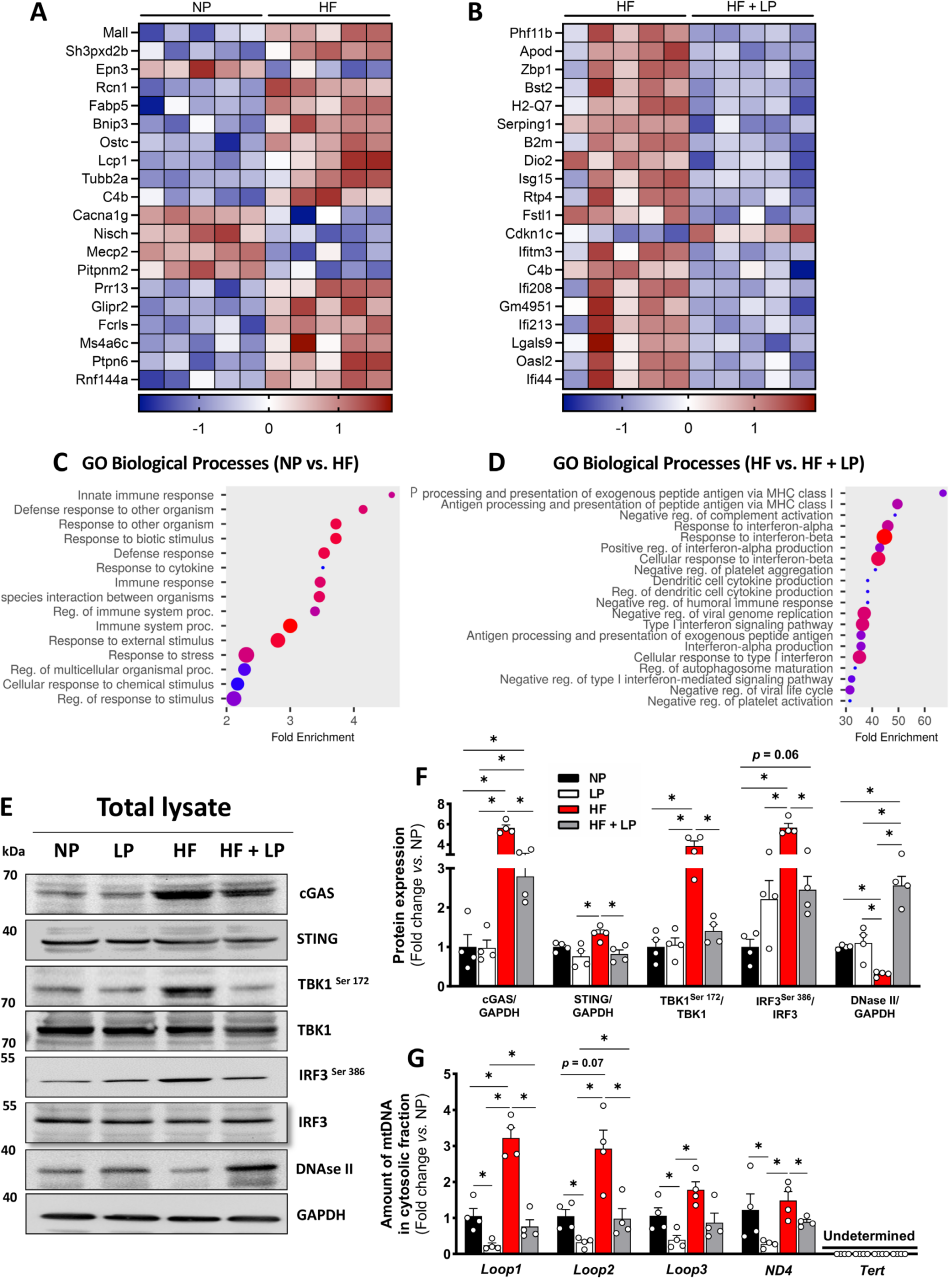
Transcriptomics changes in cardiac tissue following a high‐fat diet and dietary protein‐restricted conditions. (A, B) Heat maps visualizing the top 20 differentially expressed genes of normal dietary protein versus high‐fat diet (left) and high‐fat versus high‐fat diet combined with dietary protein restriction (right) (*n* = 6 per group). (C, D) Canonical biological pathway enrichment comparison between normal dietary protein versus high‐fat diet (left) and high‐fat versus high‐fat diet combined with dietary protein restriction (right). (E–F) Representative immunoblots and densitometric quantification of cGAS, STRING, phosphorylated and total TBK1 (Ser172), IRF3 (Ser386), DNAse II, and GAPDH (loading control) in total heart lysates (*n* = 4 per group). (G) Relative gene expression of mitochondrial DNA in the cytosolic fraction in total heart samples (*n* = 4 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

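The counts cover 5 mice in each group. All 20 genes of Figure 2A changed in HF compared to NP in the direction of the heat map, with 15 higher and 5 lower in HF. The size of their log2 fold changes ranged from 0.35 (Ostc) to 1.13 (Ms4a6c). All 20 had an unadjusted p under 0.05, their adjusted p ranged from 0.0106 to 0.175 (edgeR with Benjamini-Hochberg adjustment over all genes tested), and 0 were called. By p they ranked from 40 to 702 among all genes tested. With the adjustment made over the 20 genes alone, all 20 had an adjusted p under 0.01, which shows no stability because the paper chose these genes from the same mice. For all 20 genes the HF and NP mice did not overlap, against 0.794% by chance for genes not chosen from these mice. DESeq2 called 12 of them with all groups in the model, and 20 when it was run, after these values had been seen, on the libraries of the HF and NP groups alone. Nisch, which encodes an imidazoline receptor, had a normalized count of 1062 ± 79.5 in HF and 1443 ± 118 in NP (SD, n = 5), a log2 fold change of −0.44 (standard error 0.08, adjusted p = 0.0106 from edgeR). Ms4a6c, a membrane protein of monocytes and macrophages, had 186 ± 64.8 in HF and 85.2 ± 16.7 in NP, a log2 fold change of 1.13 (standard error 0.23, adjusted p = 0.0196 from edgeR). The phosphatase gene Ptpn6 had the largest adjusted p, with a log2 fold change of 0.96 (standard error 0.33, adjusted p = 0.175 from edgeR).

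All 20 genes of Figure 2B changed in HF + LP compared to HF in the direction of the heat map, 19 lower and Cdkn1c higher. Of these, 19 had an unadjusted p under 0.05 and 0 were called, with adjusted p from 0.0841 to 0.999 (edgeR with Benjamini-Hochberg adjustment) and ranks by p from 1 to 882. Over the 20 genes alone, 19 had an adjusted p under 0.01. The 2 groups did not overlap for 11 genes. DESeq2 called 7 genes with all groups in the model and 20 on the HF and HF + LP libraries alone. Apod, which encodes apolipoprotein D and spans 31296192 to 31314808 on chromosome 16 of GRCm38, had a normalized count of 154 ± 22.6 in HF + LP and 363 ± 123 in HF (SD, n = 5), a log2 fold change of −1.23 (standard error 0.21). B2m, the light chain of MHC class I (chromosome 2, 122147686 to 122153083), had 8073 ± 997 in HF + LP and 14322 ± 3187 in HF, a log2 fold change of −0.83 (standard error 0.18, adjusted p = 0.191 from edgeR). The ubiquitin-like interferon product Isg15 (chromosome 4, 156199424 to 156200818) had 188 ± 52.7 in HF + LP and 619 ± 327 in HF, a log2 fold change of −1.72 (standard error 0.40, adjusted p = 0.217 from edgeR), and its HF values overlapped with those of HF + LP. Serping1, an inhibitor of complement, had 3210 ± 282 in HF + LP and 4179 ± 121 in HF, with no overlap, and a log2 fold change of −0.38 (standard error 0.20, adjusted p = 0.999 from edgeR). Cdkn1c, a cell cycle inhibitor, rose by 0.68 (standard error 0.17, adjusted p = 0.238 from edgeR).

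Zbp1, Ifi208, and Gm4951 had base means of 43.7, 44.6, and 49.1 over the 20 libraries, under the minimum of 50. They could therefore not be called in the fit of all groups, although without the minimum edgeR still called 0 of the 20 genes. Their mean normalized counts were 22.0, 28.9, and 36.5 in HF + LP and 93.4, 89.3, and 83.7 in HF. DESeq2 on these groups alone, where the base mean covers only their libraries, called each of them. H2-Q7, Phf11b, Ifi208, Ifi213, Oasl2, and C4b belong to families with closely related copies, so their counts depend on how the authors' counting assigned shared reads. In HF compared to NP, 19 of the Figure 2B genes were higher, 18 of them at an unadjusted p under 0.05. In HF + LP compared to HF, 12 of the Figure 2A genes were lower and 8 higher, with 3 at an unadjusted p under 0.05. The paper chose both lists from these same HF mice, which enter both comparisons. Opposite signs are therefore favored in advance and are not separate evidence of a reversal.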

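Enrichment was computed here over Reactome pathways in place of the GO Biological Processes behind Figure 2C,D, whose gene lists were not used here. Of the genes called in HF compared to NP, 24 had an Entrez identifier, against a background of 9996 genes with a base mean over 50. Among 1030 pathways with 5 to 500 members in this background, 0 were enriched at a Benjamini-Hochberg adjusted p under 0.05 (one-sided Fisher's exact test), and 7 had an unadjusted p under 0.05. For HF + LP compared to HF there were 0 called genes and hence 0 enriched pathways. With the genes called by DESeq2 over all 4 groups, Degradation of the extracellular matrix and Extracellular matrix organization were enriched in HF compared to NP (adjusted p = 0.0350 each, Fisher's exact test with Benjamini-Hochberg adjustment). For HF + LP compared to HF, Interferon Signaling held 4 of the 13 genes called by DESeq2 (adjusted p = 0.00248, Fisher's exact test with Benjamini-Hochberg adjustment), and Cytokine Signaling in Immune system and Interferon gamma signaling were also enriched. With DESeq2 on only the 2 groups compared, chosen after earlier values had been seen, 0 pathways were enriched in HF compared to NP, with 50 at an unadjusted p under 0.05. In HF + LP compared to HF this setting gave 1 pathway, Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell (adjusted p = 0.0170), and Interferon Signaling had an adjusted p of 0.194 (Fisher's exact test with Benjamini-Hochberg adjustment).

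The camera test of limma compares all genes of a pathway with the other genes and needs no called genes. With an assumed correlation of 0.01 between the genes of a pathway, 97 of 1110 pathways had a Benjamini-Hochberg adjusted p under 0.05 in HF compared to NP, 92 higher and 5 lower. Interferon gamma signaling, with 67 tested genes, had the smallest value (adjusted p = 3.32e-08, limma's camera with Benjamini-Hochberg adjustment). A total of 84 pathways passed in HF + LP compared to HF, 20 higher and 64 lower, and Interferon gamma signaling had the smallest value again, now lower (adjusted p = 2.25e-18, limma's camera with Benjamini-Hochberg adjustment). Interferon genes vary together between mice, and the correlation estimated for this pathway was 0.187. With the correlation estimated for each pathway, a setting chosen after the counts at 0.01 had been seen, 0 pathways passed in either comparison, and 79 and 85 had an unadjusted p under 0.05. Interferon gamma signaling then had a p of 0.00396 in HF + LP compared to HF (adjusted p = 0.270, limma's camera with Benjamini-Hochberg adjustment).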

To determine whether nuclear or mitochondrial DNA contributes to activation of the cGAS‐STING pathway in the heart, we isolated and purified total DNA from the cytosolic fraction and performed RT‐PCR analysis for specific markers of nuclear and mitochondrial DNA. Expression of the nuclear marker *Tert1* was not detected in the cytosolic fraction, indicating the absence of nuclear DNA (Figure 2G). In contrast, several mitochondrial DNA markers were significantly elevated in the cytosol following the HF diet, suggesting mitochondrial DNA leakage into the cytoplasm. Notably, this effect was attenuated in the HF + LP group, which exhibited reduced expression of mitochondrial DNA markers in the cytosolic fraction (Figure 2G), suggesting that dietary DPR limits the mitochondrial DNA release and, consequently, reduces activation of the cGAS‐STING pathway.

To determine whether reduced mitochondrial DNA release into the cytosol is associated with decreased inflammation, we analyzed the expression of several innate immune activation genes in heart tissue across the different diet groups. Toll‐like receptors 4 and 9 (*TLR4* and *TLR9*, respectively) were significantly upregulated following the HF diet, but this effect was suppressed entirely in the HF + LP group (Figure 3A). Although *TLR2* expression was upregulated in the hearts of mice fed the low‐protein (LP) diet, previous studies have shown that moderate TLR2 activation can mediate protective adaptations under stress by limiting maladaptive remodeling (Spurthi et al. 2018). Thus, the role of TLR2 in cardiac physiology appears to be context‐dependent, with either protective or detrimental effects (Zhang, Wu, et al. 2023). While no significant differences were observed in chemokine receptor 3 (*CXCR3*) or interferon gamma‐induced protein 10 (*CXCL10*) expression, the chemokine ligand 9 (*CXCL9*) was markedly elevated in the HF group and normalized by the HF + LP diet (Figure 3A). Although classical pro‐inflammatory cytokines—including interleukin‐1β, 6, and 8 (*IL‐1β*, *IL‐6*, and *IL‐8*, respectively) and tumor necrosis factor‐alpha (*TNF‐α*)—were elevated in the heart following the HF diet, DPR did reduce their expression (Figure 3B). Similarly, *IL‐10* expression, an anti‐inflammatory cytokine, was suppressed by obesity, while *IL‐4* levels remained unchanged across groups (Figure 3B). In contrast, interferon‐gamma (*IFN‐γ*) and interferon‐alpha (*IFN‐α*), key mediators in the immune response to damage‐associated molecular patterns (DAMPs) (Ma et al. 2024), were significantly increased by the HF diet and normalized in the HF + LP group (Figure 3B). Consistently, activation of protein kinases involved in DAMP signaling—c‐Jun N‐terminal kinase (JNK), nuclear factor‐κB (NFKB), and extracellular signal‐regulated kinase (ERK) (Kono and Rock 2008)—was elevated with the HF diet and entirely suppressed by DPR during obese conditions (Figure 3C,D).

**FIGURE 3:**
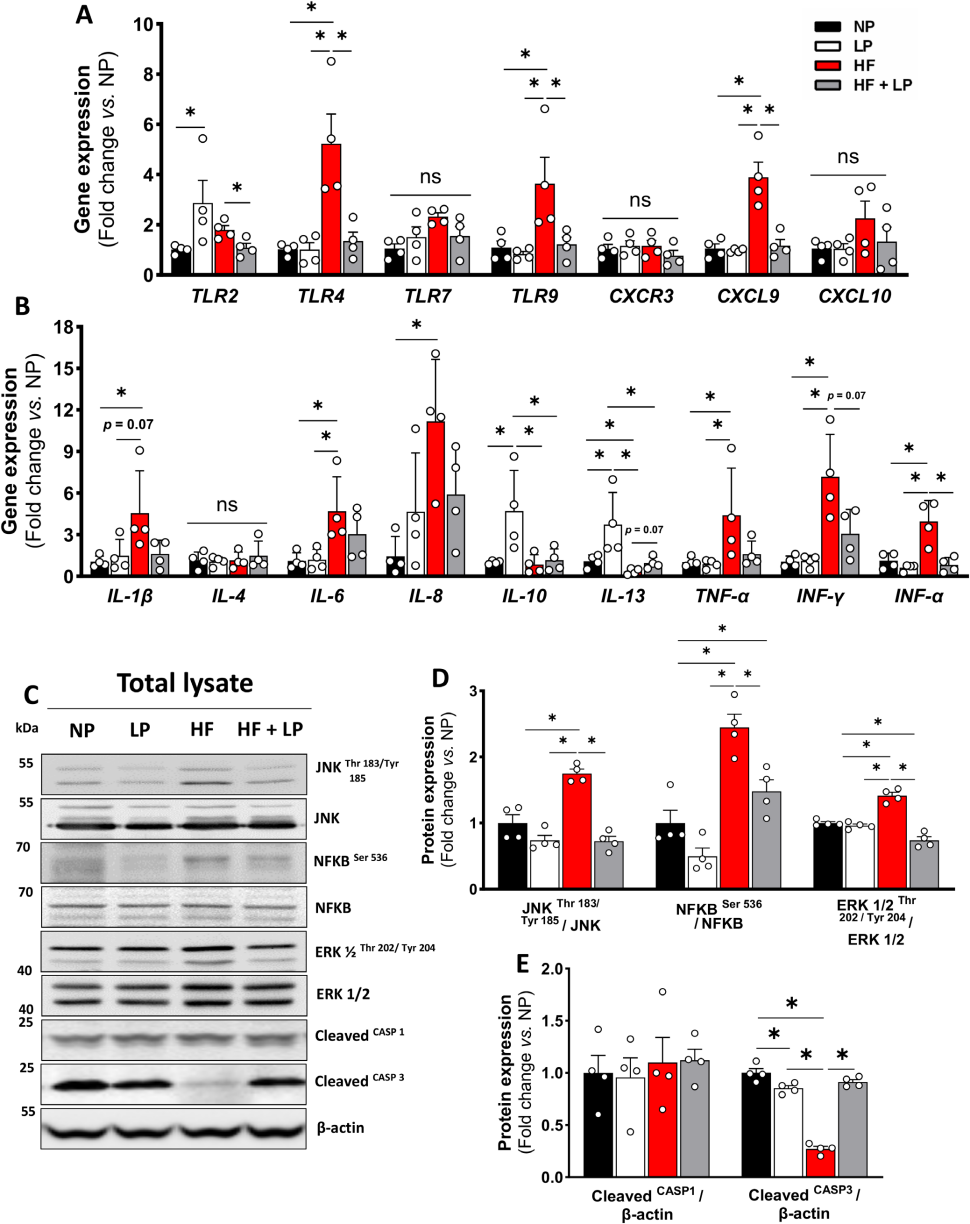
Activation of the cGAS–STING signaling under high‐fat diet and dietary protein‐restricted conditions. (A) Relative gene expression markers of toll‐like receptors (*TLR*), C‐X‐C chemokine receptor (*CXCR*), and C‐X‐C chemokine ligand (*CXCL*) in heart tissue (*n* = 4 per group). (B) Relative gene expression markers of interleukin (IL), tumor necrosis factor‐alpha (*TNF‐α*), and interferon (*INF*) in heart tissue (*n* = 4 per group). (C, E) Representative immunoblots and densitometric quantification of phosphorylated and total JNK (Thr183/Tyr185), NF‐κB (Ser536), ERK1/2 (Thr202/Tyr204), and GAPDH (loading control) in total heart lysates (*n* = 4 per group). (D, F) Representative immunoblots and densitometric quantification of cleaved caspase 1, cleaved caspase 3, and β‐actin (loading control) in total heart lysates (*n* = 4 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

These molecular changes in cardiac tissue raise essential questions regarding cell fate decisions under dietary protein restriction in the context of obesity. Given that mitochondrial DNA (mtDNA) leakage and subsequent activation of cGAS–STING signaling can engage inflammatory and cell death pathways, we examined markers of pyroptosis and apoptosis. Cleaved caspase‐1 serves as a readout of inflammasome activation and cardiac inflammaging, whereas cleaved caspase‐3 reflects executioner apoptosis in cardiomyocytes (Zhou et al. 2011). Obesity reduced caspase‐3 activation without altering caspase‐1 activation (Figure 3C,E), consistent with impaired apoptotic quality control rather than inflammasome‐driven pyroptotic cell death, which is characterized by membrane rupture, IL‐1β release, and chronic inflammation (Whelan et al. 2010). In contrast, DPR under obese conditions restored caspase‐3 cleavage, suggesting reengagement of regulated apoptosis that limits the accumulation and release of DAMPs, including mtDNA, that exacerbate cardiac inflammaging (Bock and Tait 2020). Collectively, these findings support the concept that DPR shifts cardiac cell fate toward controlled apoptotic quality control while suppressing maladaptive innate immune activation, thereby mitigating obesity‐associated cardiac inflammaging.

### 2.3 Dietary Protein Restriction Restores Mitochondrial Dynamics and Quality Control During Aging With Obesity

DPR protects mitochondria, as evidenced by reduced mitochondrial DNA leakage into the cytosol following obesity (Figure 3C). To explore the molecular mechanisms underlying this beneficial effect, we assessed the expression of key proteins involved in mitochondrial dynamics and quality control. As part of the mitochondrial fusion machinery, mitofusin 1 and 2 (MFN1 and MFN2, respectively) were significantly increased by DPR, irrespective of obesity (Figure 4A,B), whereas optic atrophy 1 (OPA1) expression was unchanged (Figure 4A,B). The expression of mitochondrial transcription factor A (TFAM), a protein that enhances both transcription and replication of mtDNA (Lee et al. 2014) was remarkably increased in the HF but significantly reduced in the HF + LP group (Figure 4A,B). While total DRP1 expression was elevated in isolated mitochondria for both obese groups, only the HF diet significantly increased DRP1 oligomerization (Figure 4C,D), indicating hyperactivation of the fission machinery during aging with obesity.

**FIGURE 4:**
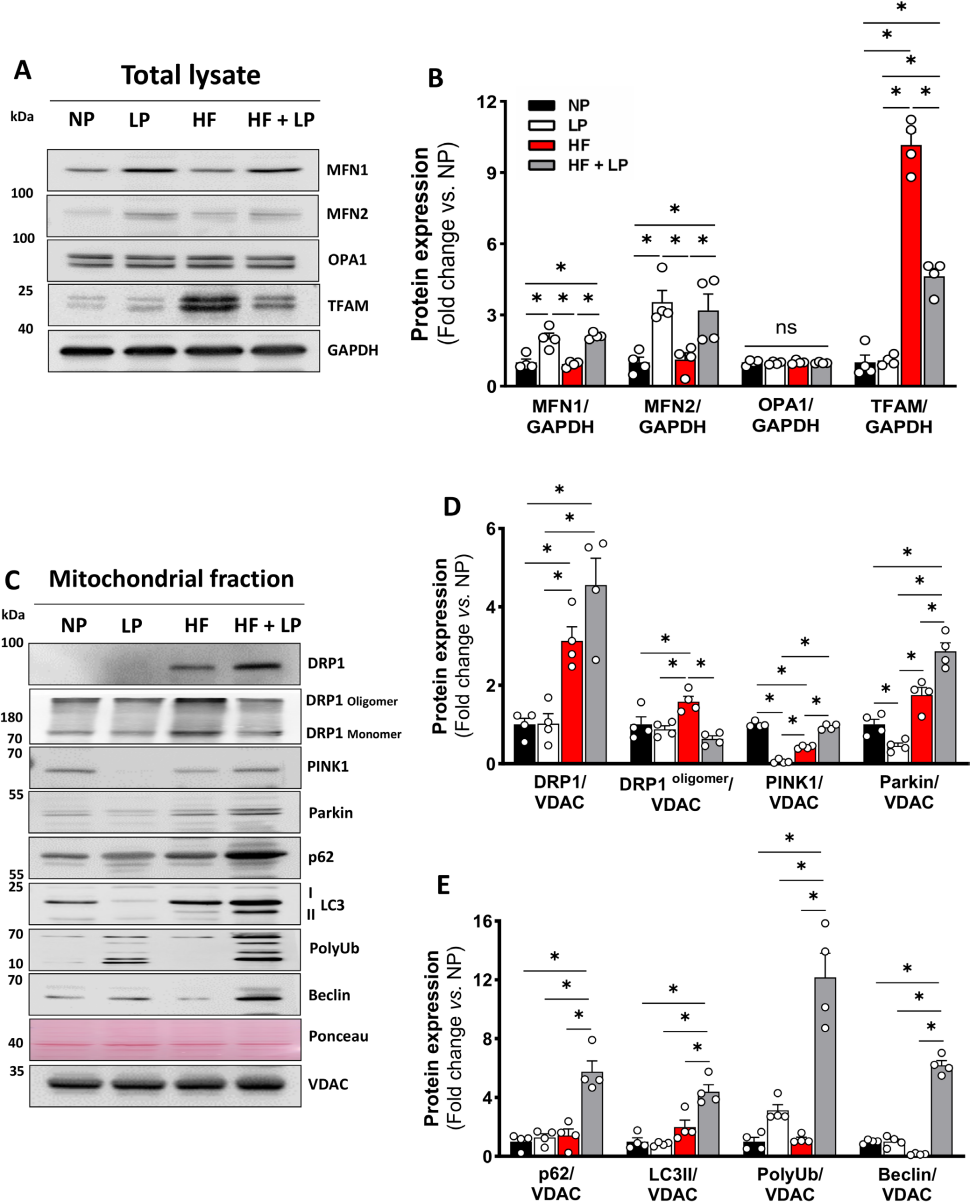
Impact of dietary protein restriction on mitochondrial dynamics and mitophagy. (A, B) Representative immunoblots and densitometric quantification of mitochondrial dynamics markers and GAPDH (loading control) in total heart lysates (*n* = 4 per group). (C–E) Representative immunoblots and densitometric quantification of mitochondrial dynamics and mitophagy markers in isolated mitochondria (*n* = 4 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

PTEN‐induced kinase 1 (PINK1) expression was reduced in the HF group but significantly elevated in mitochondria from the HF + LP group. Additionally, Parkin expression was markedly increased only in the HF + LP group compared to NP (Figure 4C,D). Consistent with these findings, mitophagy markers—p62, microtubule‐associated protein 1 light chain 3 (LC3II), and polyubiquitination—were elevated exclusively in the HF + LP group. Beclin, a key protein initiating autophagosome formation, was upregulated only in the HF + LP group (Figure 4C,E). Since lysosomes are essential for the fusion and degradation of autophagosomes, we assessed the co‐localization of lysosomes and mitochondria. Heart left ventricle sections showed positive co‐staining for lysosome‐associated membrane protein 2 (LAMP2) and mitochondrial cytochrome c oxidase IV (COX IV) in the HF + LP group (Figure 5A). We analyzed autophagic vacuole abundance using the gold standard of electron microscopy to further assess mitochondrial quality control (Figure 5C,D). The HF group exhibited several damaged mitochondria (Figure 5B, Panel HF, yellow arrows) and fewer autophagic vacuoles surrounding mitochondria, whereas the HF + LP group showed a significant increase (Figure 5B, Panel HF + LP, yellow arrows and Figure 5C,D).

**FIGURE 5:**
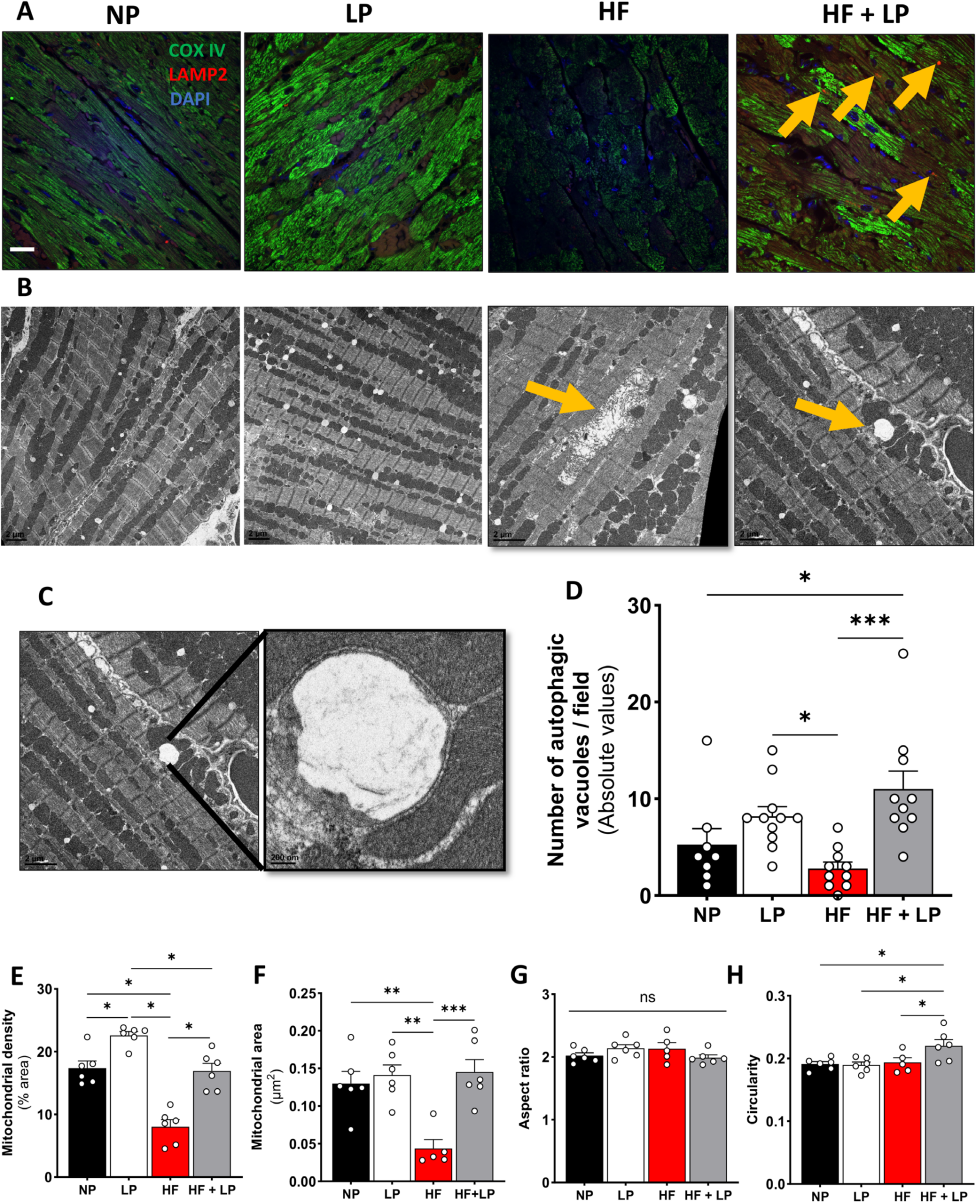
Expression of proteins regulating mitochondrial quality control. (A) Representative images of heart left ventricle sections showed positive co‐staining for lysosome‐associated membrane protein 2 (LAMP2; red dots and yellow arrows) and cytochrome c oxidase IV (COX IV; green) (scale bars in white = 10 μm). (B) Representative images of mitochondrial intermyofibrillar content from transmission electron micrographs (scale bars (black) = 2 μm). Yellow arrows indicate the presence of damaged mitochondria in the high‐fat (HF) diet group and the presence of autophagosomes surrounding mitochondria in the high‐fat plus low protein (HF + LP) group. (C, D) Representative image and quantification of autophagosomes surrounding mitochondria from transmission electron micrographs (scale bars in black = 0.5 μm) (*n* = 8–10 per group, two different one‐micrometer micrograph fields analyzed per mouse). (E–H) Mitochondrial density, mitochondrial area, aspect ratio, and circularity (*n* = 6–7 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

Mitochondrial density represents the number of mitochondria relative to the size of the analyzed region. High‐fat (HF) feeding significantly reduced cardiac mitochondrial density, whereas HF combined with low protein (HF + LP) restored it to levels comparable to the normal‐protein (NP) group (Figure 5E). Similarly, mitochondrial areas were markedly reduced by HF feeding and normalized by dietary protein restriction (DPR), independent of obesity (Figure 5F). Given the changes in mitochondrial dynamics signaling, we next examined whether DPR affected network morphology. The aspect ratio, an indicator of mitochondrial elongation versus fragmentation, did not differ among groups (Figure 5G). However, circularity, which reflects the degree of mitochondrial fusion, was increased only in the HF + LP group (Figure 5H), suggesting a more fused network morphology consistent with elevated MFN1/2 expression following DPR (Figure 4A,B). These findings demonstrate that dietary DPR enhances mitochondrial dynamics and quality control, thereby further mitigating inflammaging in the heart under conditions of obesity.

### 2.4 Dietary Protein Restriction Reduces Mitochondrial Energetics in the Heart During Aging With Obesity

To determine whether diet‐induced changes in mitochondrial energetics mirrored improvements in dynamics and quality control during aging, we evaluated mitochondrial respiration using a substrate–uncoupler–inhibitor titration (SUIT) protocol in the heart homogenates. DPR diet reduced mitochondrial respiration in the leak oxidative phosphorylation (OXPHOS) states, irrespective of obesity (Figure 6A). While complex IV activity remained unchanged (Figure 6A), citrate synthase activity—a marker of mitochondrial content—was significantly increased with DPR (Figure 6B). Cardiac ATP content was unaffected across groups (Figure 6C). Altogether, these findings suggest that DPR remodels mitochondrial energetics by reducing respiratory capacity while maintaining ATP content by enhancing mitochondrial biogenesis, fused network morphology, and quality control, independent of obesity status.

**FIGURE 6:**
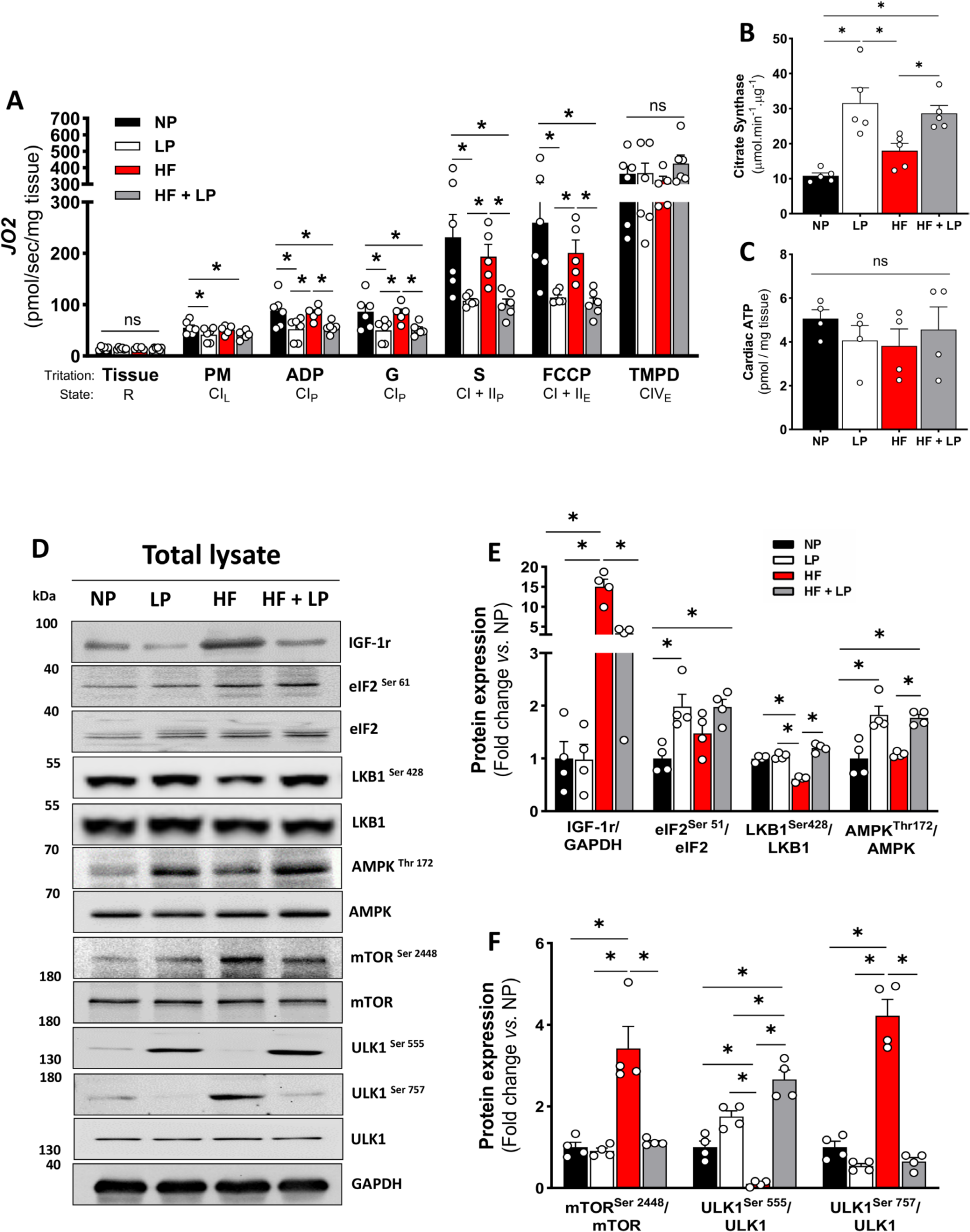
Mitochondrial respiration, citrate synthase activity, ATP levels and AMPK signaling effects on cardiac tissue following dietary protein restriction. (A) Mitochondrial respiration supported by malate, pyruvate, and glutamate (N‐linked), or succinate (S‐linked) in the presence of ADP, FCCP, and ascorbate/TMPD in heart homogenates (*n* = 5–6 per group). (B) Enzymatic activity of citrate synthase (*n* = 5 per group). (C) ATP content (*n* = 4 per group). (D–F) Representative immunoblots and densitometric quantification of IGF‐1r and GAPDH (loading control), phosphorylated and total eIF2 (Ser51), LKB1 (Ser428), AMPK (Thr172), mTOR (Ser2448), ULK1 (Ser555 and Ser757) in total heart lysates (*n* = 4 per group). Normal protein (NP), low protein (LP), high‐fat (HF), and high‐fat plus low protein (HF + LP). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for between‐group comparison.

### 2.5 Dietary Protein Restriction Restores Mitochondrial Quality Control During Aging With Obesity via AMPK–ULK1 Signaling

To investigate how DPR during obesity remodels mitochondrial energetics and enhances quality control, we next analyzed the expression of proteins involved in protein turnover and cardiac metabolism. Insulin‐like growth factor 1 (IGF‐1), a key regulator of cellular metabolism and postnatal cardiac growth during aging, is often used as a prognostic marker for cardiovascular outcomes (Abdellatif et al. 2022; Hu et al. 2024). Here, the HF diet significantly increased IGF‐1 receptor (IGF‐1r) expression, whereas the HF + LP diet significantly reduced IGF‐1r levels in the heart (Figure 6D,E). In contrast, eukaryotic translation initiation factor 2 kinase phosphorylation (eIF2^Ser61^), which plays a key role in initiating protein synthesis (Vanselow et al. 2022), was significantly increased only in response to DPR, regardless of obesity. The liver kinase B1 (LKB1) protein engages a conserved signaling pathway involving nutrient availability to autophagy initiation (Shaw et al. 2004). LKB1 is a primary upstream kinase of AMP‐activated protein kinase (AMPK) that is required to promote autophagy (Kim et al. 2011). LKB1 upregulates autophagy by inhibiting mTOR (a negative regulator of autophagy) and activating ULK1, which supports cellular breakdown of components to generate energy (Egan et al. 2011). To test whether dietary protein restriction engages the LKB1‐AMPK‐ULK signaling axis in the heart, we first assessed the LKB1 phosphorylation (LKB1^Ser428^). The HF diet significantly reduced ULK1 phosphorylation, which was restored by dietary protein restriction (Figure 6D,E). Similarly, phosphorylated AMP‐activated protein kinase (AMPK^Thr172^) was also significantly increased in response to DPR, irrespective of fat content in the diet (Figure 6D,E). Notably, the HF diet significantly increased mTOR activation, while the HF + LP diet completely abrogated this response (Figure 6D,F). Phosphorylation of ULK1 at Ser555, a site directly activated by AMPK (Egan et al. 2011) was significantly increased in response to DPR regardless of dietary fat. Conversely, phosphorylation of ULK1 at Ser757, a site activated by mTOR and known to inhibit ULK1 activity (Kim et al. 2011) was significantly increased with HF diet alone (Figure 6D,F). Taken together, these findings suggest that DPR promotes mitophagy by activating AMPK at Thr172 and increasing ULK1 Ser555 phosphorylation, while simultaneously suppressing mTOR at Ser2448 and ULK1 Ser757 phosphorylation, thereby enhancing mitochondrial quality control under metabolic stress.

To determine whether AMPK directly regulates ULK1 signaling in the heart under DPR, we knocked down AMPK in H9c2 cardiomyoblast cells, which were then differentiated into cardiomyocytes and exposed to varying amino acid concentrations to simulate DPR in a cell culture environment. Using an empty vector as a control, we observed that low amino acid (LA) concentrations were sufficient to increase ULK1 Ser555 activation, regardless of the presence of palmitate (PA), which was used to mimic the HF diet in cell culture (Figure 7A,B). Using the short hairpin RNA (shRNA) approach to silence AMPK, H9c2 cardiomyocytes demonstrated a significant reduction in ULK1 Ser555 activation across all groups, with the most pronounced effect observed in the presence of PA (Figure 7A,B). Similarly, LC3II expression significantly increased in response to low amino acid (LA) conditions but was attenuated in the presence of palmitate (PA) (Figure 7A,C). AMPK knockdown reduced LC3II expression across all groups, except in the PA‐treated group. Notably, PA incubation suppressed LC3II expression in H9c2 cardiomyocytes, regardless of AMPK knockdown (Figure 7A,C). To further investigate whether DPR‐induced AMPK activation directly regulates cardiac inflammation via the cytosolic DNA‐sensing pathway, we examined IRF3 activation. PA incubation significantly increased IRF3 activation, which coincided with a marked increase in interferon‐gamma (IFN‐γ) abundance. However, PA + LA significantly reduced IRF3 phosphorylation and IFN‐γ abundance. Notably, IRF3 activation and IFN‐γ abundance were reduced considerably following AMPK knockdown, regardless of amino acid concentrations (Figure 7A,D,E). Cleaved caspase‐3, the executioner caspase of the intrinsic apoptotic pathway, was significantly increased in cells expressing the empty vector, indicating activation of regulated apoptosis (Figure 7A,F). In contrast, cleaved caspase‐3 was undetectable following AMPK knockdown, demonstrating that loss of AMPK suppresses executioner apoptotic signaling. These findings suggest that AMPK is required to maintain apoptotic competence, and its absence may impair orderly removal of damaged cells, potentially promote the persistence of dysfunctional mitochondria, and favor pro‐inflammatory stress responses.

**FIGURE 7:**
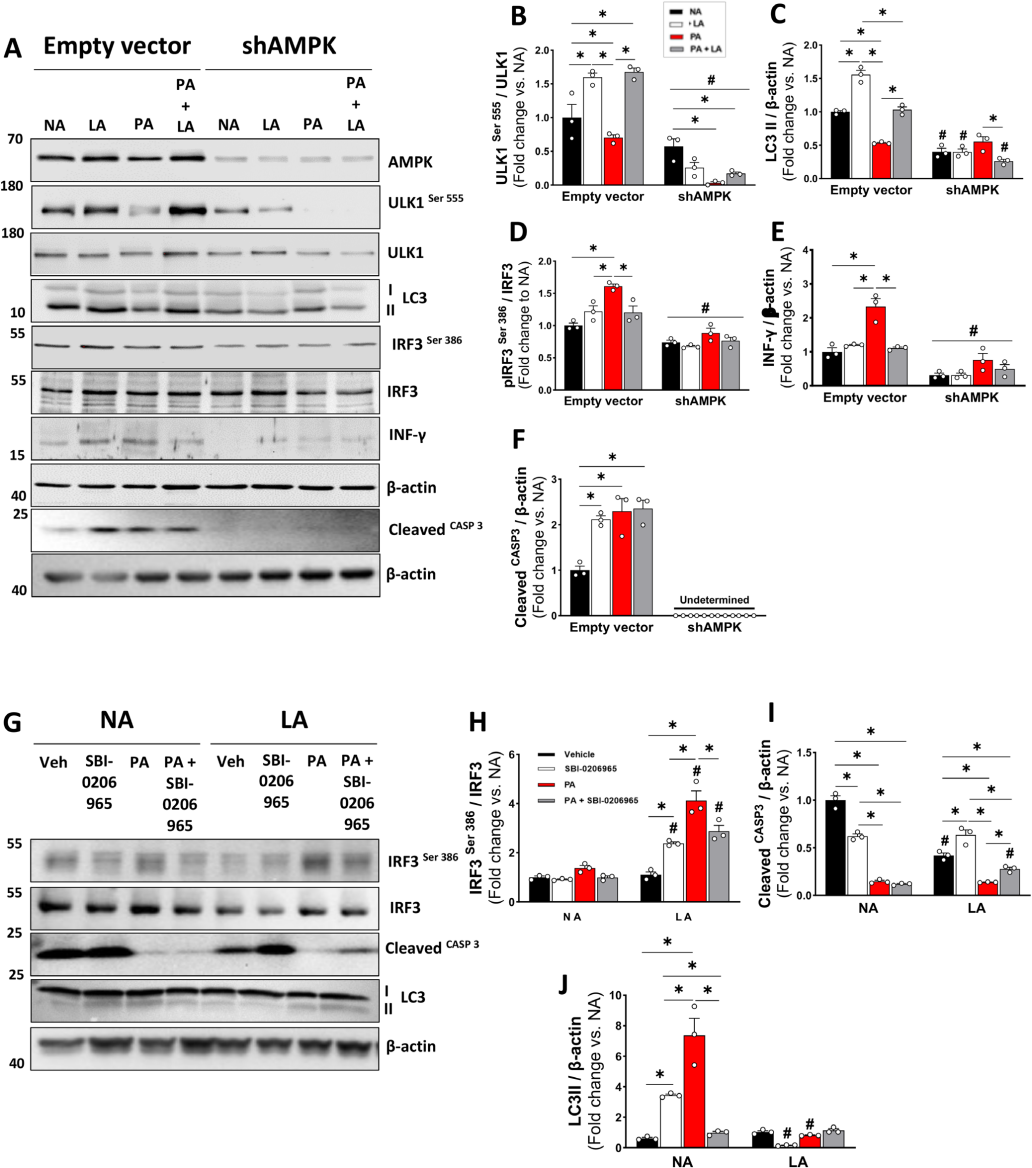
AMPK signaling is required for the mitochondrial quality control‐related signaling effects on cardiac tissue following dietary protein restriction. (A–F) Representative immunoblots and densitometric quantification of INF‐ϒ, LC3I/II, total and phosphorylated ULK1 (Ser555), total ULK1, IRF3 (Ser386), cleaved caspase‐3, and β‐actin (loading control) in cardiomyocyte lysates (*n* = 3 biological replicates per group). Normal amino acid (NA), low amino acid (LA), palmitate (PA), and palmitate plus low amino acid (PA + LA). (G–J) Representative immunoblots and densitometric quantification of phosphorylated and total IRF3 (Ser386), cleaved caspase‐3, LC3I/II, and β‐actin (loading control) in cardiomyocyte lysates (*n* = 3 biological replicates per group). Normal amino acid (NA), low amino acid (LA) under vehicle (veh), ULK1 inhibitor (SBI‐0206965), palmitate (PA), and palmitate plus ULK1 inhibitor (PA + SBI‐0206965). Data are shown as the mean ± SEM. * indicates *p* < 0.05 for within‐group comparison. # indicates *p* < 0.05 for between‐condition comparison (vs. empty vector or NA).

To determine whether AMPK‐driven, DPR‐mediated mitophagy activation is ULK1‐dependent, cardiomyocytes were exposed to graded amino acid restriction in the presence or absence of the ULK1 inhibitor SBI‐0206965. Phosphorylation of IRF3 at Ser396 is a well‐established marker of innate immune activation downstream of cGAS–STING signaling. At normal amino acid (NA) concentrations, IRF3 phosphorylation remains low, indicating minimal activation of innate immune signaling. In contrast, amino acid restriction (LA) significantly increased IRF3 Ser396 phosphorylation, suggesting enhanced activation of inflammatory signaling in response to metabolic stress (Figure 7G,H). However, caspase‐3 is reduced substantially under both normal and low‐amino acid conditions when ULK1 signaling is disrupted, indicating suppression of executioner apoptotic signaling and impaired apoptotic competence (Figure 7G,I). Because LC3‐II levels were markedly increased under normal amino acid conditions (Figure 7G,J), indicating activation of autophagy/mitophagy, inhibition of ULK1 signaling prevented this increase under PA‐induced metabolic stress, demonstrating that PA‐induced autophagy is ULK1‐dependent. Notably, this autophagic response was reduced under low–amino acid conditions compared to SBI‐0206965 and PA (Figure 7G,J). The loss of this response under LA suggests that DPR may increase autophagic flux to prevent lipid‐induced autophagy activation in a ULK1‐independent manner. Collectively, these findings indicate that DPR attenuates HF diet–induced cardiac inflammaging by restoring AMPK‐mediated mitophagy through a ULK1‐dependent mechanism.

## 3 Discussion

Dietary protein restriction (DPR), an intervention that limits protein intake independent of calorie intake, has been shown to extend lifespan and improve overall health (Hill et al. 2022), suggesting that the benefits are not solely due to reduced energy consumption. Emerging evidence indicates that DPR influences mitochondrial function and quality control, which may contribute to reduced cardiovascular risk and ultimately promote longevity (Zhang, Ye, et al. 2023; Kitada et al. 2019). In this study, we demonstrate that dietary DPR mitigates obesity‐induced cardiac inflammaging by restoring mitochondrial quality control via AMPK‐ULK1 signaling. We showed that DPR reduces heart inflammaging by preventing mtDNA leakage into the cytosol, suppressing innate immune activation, and promoting mitophagy. Collectively, these findings provide mechanistic insight into how DPR exerts cardioprotective effects, highlighting its potential as a nutritional strategy to improve cardiovascular health in the context of aging and obesity.

Aging and obesity are linked to systemic chronic low‐grade inflammation and metabolic dysregulation, contributing to myocardial fibrosis, oxidative stress, and impaired cardiac energy metabolism (Owesny and Grune 2023). Adiposity, which is key to maintaining optimal body weight during aging, thereby reducing metabolic and inflammatory stress on the heart (Ren et al. 2021). In this regard, high‐protein diets have long been promoted as a strategy for weight loss, particularly in obesity and its associated metabolic complications (Gardner et al. 2007). However, higher protein intake appears to increase cardiovascular risk in both humans (Lagiou et al. 2012) and pre‐clinical models (Zhang et al. 2020). In contrast, DPR emerges as a unique dietary strategy that reduces protein intake without necessarily lowering total caloric intake, reduces fat mass, increases energy expenditure, and is associated with improvements in longevity pathways (Hill et al. 2022; Kim et al. 2025; Fontana et al. 2010). Yet, the effects of DPR on mitochondrial biology in the heart remain largely unknown.

Genomic instability may contribute to cardiovascular disease, especially under metabolic stress like aging with obesity, due to impaired DNA repair and disrupted cell cycle regulation in cardiomyocytes (Wu et al. 2024). In our study, DPR attenuates obesity‐induced cardiac remodeling during aging, as evidenced by the normalization of heart weight and the suppression of hypertrophic markers, including *Cyclin D1, NPPA, and DDB1*. The *DDB1* gene, which encodes damage‐specific DNA‐binding protein 1, is key in maintaining genomic stability via the CUL4‐DDB1 E3 ubiquitin ligase complex (Jackson and Bartek 2009). Although cardiomyocyte diameter increased in both protein‐restricted groups, this likely reflects a physiological adaptation rather than pathological hypertrophy, as there was no evidence of fibrosis. Previous studies have shown that nutrient availability influences cardiac morphology, with DPR inducing compensatory changes that enhance metabolic efficiency and stress resilience (Hennig et al. 2019).

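Genes of NOD-like receptor (NLR) signaling, which senses microbial and danger signals in the cytosol and feeds the inflammasome, were scored as 2 sets. The pathway was not scored as a whole. The first set holds the receptors, inflammasome, and NF-κB and MAP kinase members, with 80 tested genes, and leaves out members that interferon induces. Its score was 0.00 ± 0.07 in HF + LP and 0.05 ± 0.09 in HF (SD, n = 5), a difference of −0.05 (two-sided exact permutation p = 0.333, Benjamini-Hochberg adjusted p = 0.563). In this set 45 genes were lower and 35 higher in HF + LP, and 4 had an unadjusted p under 0.05. Of these, P2rx7, Ccl7, and Cybb had log2 fold changes of −0.42, −1.17, and −0.41, and Mapk14 of 0.34. The second set holds the interferon-induced members, with 20 tested genes. It scored −0.17 ± 0.12 in HF + LP and 0.46 ± 0.38 in HF, a difference of −0.63 (exact permutation p = 0.0159, Benjamini-Hochberg adjusted p = 0.107), with 4 of 5 HF + LP mice below all HF mice. In it 18 genes were lower in HF + LP, 12 of them at an unadjusted p under 0.05, among them Irf9, Ifi204, Stat2, and Gbp3 with log2 fold changes of −0.94, −1.35, −0.84, and −1.17. With the median over the genes as the score, this set differed by −0.50 and its adjusted p was 0.0476 (exact permutation test with Benjamini-Hochberg adjustment), within a range of 0.0306 to 0.241 over all alternatives. In HF compared to NP, the first set was higher by 0.11 and the second by 0.57 (exact permutation p = 0.0476 and Benjamini-Hochberg adjusted p = 0.107 for each), with 3 of 5 HF mice above all NP mice in each set.

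**Figure D3:**
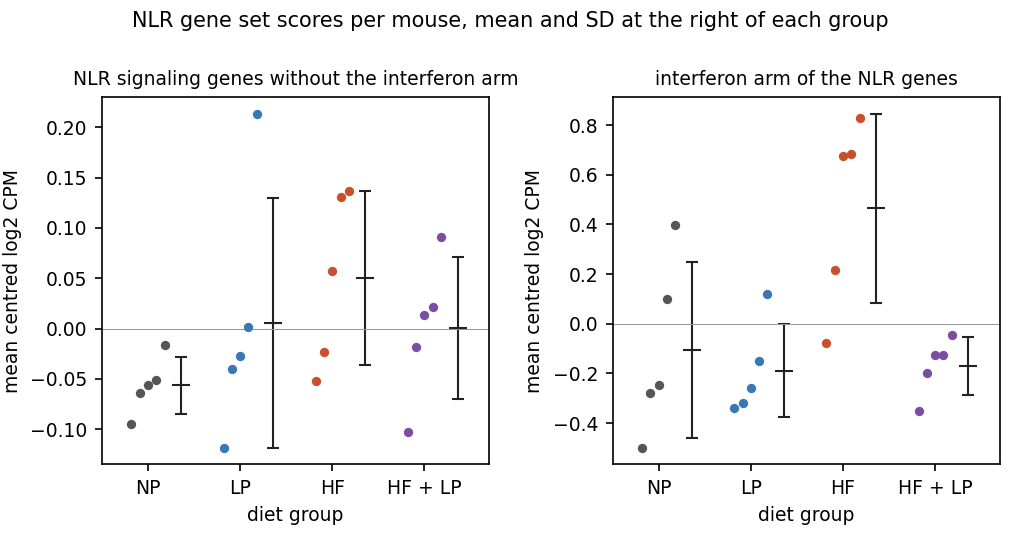
Scores of the NLR signaling genes without the interferon-induced members (left) and of the interferon-induced members (right) in each mouse, by diet group, in log2 units centred on the mean over the 20 mice. Points are single mice, and bars give the mean and SD of 5 mice. The HF + LP and HF means differ by −0.05 on the left and by −0.63 on the right.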

Our transcriptomic analysis revealed that DPR downregulates the NOD‐like receptor (NLR) signaling pathway, a critical pathway in obesity‐induced inflammation. NOD‐like receptors are intracellular pattern recognition receptors that play a central role in innate immunity by detecting intracellular pathogens and damage‐associated molecular patterns (DAMPs), triggering pro‐inflammatory signaling cascades (Motta et al. 2015). Importantly, we demonstrate that DPR prevents NLR activation, indicating that protein intake influences innate immune responses in the aging heart with obesity. Toll‐like receptors (TLR) and C‐X‐C motif chemokine ligand (*CXCL*) family are the first line of immune defense responsible for recognizing DAMPs and leukocyte recruitment (Goulopoulou et al. 2016), thereby promoting inflammation (Lu et al. 2021). DPR suppressed the expression of *TLR4* and *TLR9*, key receptors that recognize mitochondrial DAMPs, further indicating that DPR limits obesity‐induced inflammaging signaling.

One of the key findings of this study is that DPR attenuates cardiac inflammaging by limiting mtDNA leakage and suppressing the cytosolic DNA‐sensing pathway. This pathway is primarily regulated by cyclic GMP‐AMP synthase (cGAS) and stimulator of interferon genes (STING) (Yu and Liu 2021), which detect cytosolic DNA and initiate the expression of inflammatory genes, contributing to cellular senescence (Yang et al. 2017). These findings align with previous reports showing that mtDNA release into the cytoplasm serves as a damage‐associated molecular pattern (DAMP), triggering sterile inflammation and contributing to age‐related cardiac dysfunction (Zanini et al. 2023; Lu et al. 2024; Grazioli and Pugin 2018). Activation of the cGAS‐STING pathway and its downstream effector, IFN‐γ, was significantly elevated during obesity but was normalized by DPR. This suggests that obesity during aging promotes chronic low‐grade inflammaging in the heart due to mitochondrial damage.

Mitochondrial dynamics is a highly conserved process involving a continuous cycle of division and fusion at both the outer and inner mitochondrial membranes (Dantas et al. 2022). Maintaining this balance is crucial for preserving the quality, integrity, and function of the mitochondrial network in the heart (García‐Peña et al. 2024). Dynamin‐1‐like protein (DRP1), a central regulator of mitochondrial fission, undergoes oligomerization through GTP hydrolysis‐driven spiral formation to facilitate membrane scission (Ji et al. 2017). Previous studies have shown that cardiac‐specific DRP1 knockout in mice with obesity completely abolished mitophagy (Tong et al. 2023). While DRP1 plays a crucial role in mitochondrial quality control during obesity by regulating multiple forms of mitophagy, the mechanisms linking this process to cardiac aging in the context of obesity remain unclear. Our findings demonstrate that DPR significantly reduces mitochondrial fission by preventing DRP1 oligomerization, a process frequently dysregulated in aging and obesity that leads to mitochondrial fragmentation (Dantas et al. 2025). This shift toward a more fused and elongated mitochondrial morphology may enhance mitochondrial efficiency and resilience to metabolic stress, thereby preserving cardiac health during aging.

We have previously demonstrated that DRP1 hyperactivation results from impaired mitochondrial quality control under conditions of aging and obesity (Dantas et al. 2022, 2025). While a severe reduction in mitochondrial bioenergetics is detrimental to cells and tissues, a mild reduction can serve important signaling roles that support cellular activities such as immune regulation (Timblin et al. 2021). This beneficial adaptation is referred to as mitohormesis, a process in which mild mitochondrial stress promotes cellular health and resilience (Cheng et al. 2023). These adaptive changes often persist beyond the initial stress exposure, resulting in long‐lasting protection (Timblin et al. 2021). The effects of mitohormesis are primarily driven by signaling pathways related to mitochondrial quality control (Ost et al. 2016), which help maintain energy balance and prevent the accumulation of dysfunctional mitochondria. In that regard, our data suggest that DPR activates mitohormesis through AMPK‐ULK1 signaling to exert mitochondrial quality control during aging, independent of obesity status.

AMPK activity is a central sensor of cellular energy status (Garcia and Shaw 2017) and can inhibit mTOR (Smiles et al. 2025), a master regulator of protein synthesis (Laplante and Sabatini 2012). Conversely, mTOR activation suppresses mitophagy, a crucial component of mitochondrial quality‐control signaling (Bartolomé et al. 2017). We then hypothesized that DPR‐induced mitohormesis occurs through AMPK‐mediated phosphorylation of ULK1, a core component of the mitophagy pre‐initiation complex (Poole et al. 2021). DPR significantly increased AMPK activation, which in turn led to enhanced phosphorylation of ULK1 at Ser555, a site known to promote mitophagy initiation (Egan et al. 2011). In contrast, ULK1 Ser757 phosphorylation, a modification driven by mTOR that inhibits ULK1 activity (Poole et al. 2021), was elevated in aging with obesity but suppressed by DPR. This reciprocal regulation of ULK1 phosphorylation suggests that DPR promotes mitophagy by activating AMPK while concurrently inhibiting mTOR, thereby facilitating mitochondrial turnover and quality control. Previous studies have established that AMPK is a key metabolic sensor that links energy status to mitophagy and mitochondrial homeostasis (Park et al. 2023). Our findings extend this paradigm by demonstrating that DPR‐induced AMPK activation is essential for maintaining quality control and limiting mitochondrial dysfunction in the aging heart with obesity. Notably, DPR increased DNAse II, an enzyme that degrades cytosolic DNA within lysosomes (Howell et al. 2003), further supporting its role in mitigating mtDNA‐driven heart inflammation. Additionally, DPR augmented autophagic vacuoles surrounding mitochondria, which, along with increased expression of mitochondrial proteins, suggests that mitophagy contributes to reducing mtDNA‐driven heart inflammaging.

To validate the functional role of AMPK in ULK1 signaling in cardiomyocytes, we performed AMPK knockdown in H9c2 cells and assessed the expression of mitophagy markers. AMPK knockdown abolished DPR‐induced ULK1 Ser555 phosphorylation and significantly reduced LC3II expression, a key marker of autophagosome formation. These findings confirm that AMPK directly regulates ULK1‐mediated mitophagy in response to DPR. Notably, DPR also inhibited palmitate‐induced IRF3 activation and IFN‐γ expression, supporting the notion that DPR attenuates obesity‐induced cardiac inflammaging through the AMPK‐ULK1‐dependent pathway. Future studies should investigate whether DPR can synergize with pharmacological AMPK activators to further enhance mitochondrial quality control and mitigate obesity‐induced cardiovascular dysfunction.

Our study exclusively examined male mice, and sex‐specific responses to dietary protein restriction (DPR) remain unexplored; therefore, it is unclear whether these findings are generalizable to females. Future studies are warranted to address these gaps and clarify the translational relevance across sexes. Although we observed robust molecular and structural cardiac adaptations, we did not assess functional outcomes, including blood markers (e.g., troponin), cardiac function (e.g., echocardiography), or exercise capacity. Nevertheless, given that previous studies have demonstrated that DPR increases lifespan, improves functional performance, and reduces adiposity in aged lean mice (Hill et al. 2022), it is reasonable to speculate that enhanced cardiac function may contribute to the observed longevity benefits following DPR. Since cardiovascular disease remains a leading cause of mortality during aging with obesity, our findings suggest that DPR possibly reduces age and obesity‐related cardiovascular risk. However, direct assessments of mortality and cardiac function are needed to confirm this possibility.

In conclusion, this study provides novel evidence that DPR attenuates age‐related and obesity‐induced cardiac inflammaging by restoring AMPK‐ULK1 signaling. By suppressing mitochondrial DNA leakage and promoting mitophagy, DPR mitigates metabolic stress and prevents the activation of inflammatory pathways in the heart. Given the challenges of adhering to long‐term caloric restriction, DPR represents a promising mitohormetic approach that maintains energy intake while conferring metabolic and cardioprotective benefits during middle age. Dietary intervention initiated in middle age serves as a prophylactic strategy to preserve overall health and protect against the onset of age‐related obesity decline in cardiovascular health. In summary, these findings highlight DPR as a potential geroprotective strategy to combat age‐ and obesity‐related cardiac dysfunction.

## 4 Methods

### 4.1 Experimental Design

All animal procedures were approved by the PBRC Institutional Animal Care and Use Committee and conducted following NIH Office of Laboratory Animal Welfare guidelines. Twelve‐month‐old male mice (Jackson Laboratory) were group‐housed (four per cage) under a 12:12‐h light–dark cycle with ad libitum access to food and water. Diets were custom‐formulated and produced by Research Diets as previously described (Hill et al. 2022), designed to be isocaloric by proportionally adjusting protein and carbohydrates while maintaining a constant fat content. The control diet (NP group) consisted of 20% casein as the protein source, whereas the low‐protein diet (LP group) contained only 5% casein. The high‐fat diet (HF group) included 60% fat and 20% casein, and the high‐fat/low‐protein diet (HF + LP group) contained 60% fat and 5% casein. All diet compositions are provided in Table S1. After 4 months of dietary intervention, at 16 months of age, animals were sacrificed during the mid‐light cycle in the fed state (unless otherwise stated) by CO_2_ exposure followed by rapid decapitation.

### 4.2 RNA Isolation

Total RNA was extracted using TRIzol reagent. Samples were homogenized in 1 mL of Trizol Reagent (Thermo Fisher Scientific) using ceramic beads in a FastPrep‐24 Tissue and Cell Homogenizer (MP Biomedicals) for 30 s at 6 m/s. Samples were left on ice for 5 min, then homogenized twice. After the final homogenization, 200 μL of chloroform (Sigma‐Aldrich) was added to each sample and mixed at 4°C for 30 min. Following a spin at 12,000 *g* for 10 min at 4°C, the RNA was collected, and 500 μL of isopropanol was added. Samples were incubated on ice for 10 min, mixed at 4°C for 30 min, and then centrifuged at 12,000 *g* for 10 min at 4°C. Then, the pellet was washed with 1 mL of 75% ethanol, vortexed, and centrifuged for 5 min at 7500 *g* at 4°C. This step was repeated at least five times. RNA concentration (ng μL^−1^) and purity (260/280) were determined using a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific). Additionally, RNA integrity was assessed using the RNA Integrity Number (average RIN = 7.5), as determined by the Agilent 2100 Bioanalyzer (Agilent Technologies).

### 4.3 RNA‐Sequencing and Bioinformatics Analysis

RNA sequencing was conducted as described previously (Axelrod et al. 2020). Briefly, libraries were constructed and sequenced using the Lexogen QuantSeq. Briefly, library generation was performed using an oligodT primer, and double‐stranded cDNA was purified with magnetic beads. Libraries were amplified by PCR, and transcripts were sequenced in 75‐bp fragments using the NextSeq 500 (Illumina). BlueBee software was used for alignment analysis, and DESeq2 for differential expression analysis. Pathway enrichment was analyzed using ShinyGO 0.82 using the GO Biological Processes library. Differentially regulated mRNA transcripts were filtered based on the following criteria: *q* < 0.01 and base mean > 50. 

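The same pair of criteria was applied to the deposited counts with edgeR. For HF compared to NP, leaving out the base mean minimum gave 39 genes, and raising the threshold on the adjusted p to 0.05 with the minimum kept gave 157, 57 higher and 100 lower. DESeq2 with all 4 groups in the model gave 159, 67 higher and 92 lower, which included all of the genes called by edgeR. Fitting the HF and NP libraries alone with edgeR gave 61 genes, 23 higher and 38 lower, of which 27 were shared with the genes called in the fit of all groups. Across the fits that each left out an HF or NP mouse, the count ranged from 20 to 32.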

Quant‐Seq raw data have been deposited in the NCBI GEO database (accession GSE299132).

### 4.4 Mitochondrial Isolation

Mitochondrial isolation was slightly modified from an established protocol (Dantas et al. 2022). Fresh heart tissue was minced and homogenized in a Wheaton Glass tube with 500 μL of cold isolation buffer containing 150 mM NaCl, 50 mM HEPES (pH 7.4), and 25 μg/mL digitonin, along with phosphatase and protease inhibitors. Homogenates were incubated on ice for 10 min and then centrifuged three times at 600 *g* for 10 min. The mitochondrial supernatant was collected and washed at 7000 *g* for 10 min. Mitochondrial pellets were stored in −80°C until used.

### 4.5 Detection of mtDNA in Cytosolic Extracts

Cytosolic mtDNA content was measured as previously described (Bai et al. 2017). Briefly, the cytosolic supernatant from the mitochondrial isolation was transferred to a fresh Eppendorf tube and centrifuged at 17,000 *g* for 25 min at 4°C to obtain a cytosolic fraction free of contamination from other cellular compartments. DNA from the cytosolic fraction was isolated using the DNeasy Tissue Kit and QIAprep Spin Miniprep Columns (Qiagen). Quantitative PCR was performed on cytosolic fractions using mtDNA primers (*Dloop1‐3* and *mtND4*), nuclear DNA primers (*Tert*), and cytosolic housekeeping (*GADPH*) primers.

### 4.6 Immunoblotting

Protein extraction from heart tissue and H9c2 cells was performed as previously described (Dantas et al. 2020). In brief, cell lysates (30–60 μg protein) were resolved by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis, electrotransferred to a polyvinylidene difluoride (PVDF) membrane, and incubated overnight with the appropriate primary antibody (Table S1), followed by washes and incubation with horseradish peroxidase (HRP)‐tagged secondary antibody. Signals were detected using an enhanced chemiluminescence (ECL) reagent (Thermo Fisher Scientific) and visualized with the iBright CL100 image system (Thermo Fisher Scientific). Values are expressed as fold change relative to control animals (NP group), normalized to GAPDH/β‐actin (total lysates) and VDAC (mitochondrial fraction) unless otherwise denoted. Blots were quantified using ImageJ software.

### 4.7 Quantitative Real‐Time RT‐PCR

Two micrograms (2 μg) of total RNA were converted to cDNA using a high‐capacity cDNA reverse transcription kit (Thermo Fisher Scientific) in a ProFlex PCR system (ThermoFisher Scientific). All qPCR reactions were run in 10 μL triplicate reactions containing Power SyberGreen PCR Master Mix (Thermo Fisher Scientific) using the QuantStudio 5 Real‐Time PCR system (Thermo Fisher Scientific). Primers listed in Table S2 were resuspended in nuclease‐free water according to the manufacturer's instructions (Integrated DNA Technologies). Gene expression was calculated using the 2^−ΔΔCt^ method and expressed as fold change relative to the housekeeping gene (*β‐actin*).

### 4.8 Assessment of OXPHOS and ETC Capacity in Heart Tissue

Oxidative phosphorylation (OXPHOS) and electron transfer (ET) capacity were determined by high‐resolution respirometry (Oxygraph‐2k, Oroboros) as previously described (Axelrod et al. 2020). Approximately 8–10 mg of left ventricular was collected and immediately placed into BIOPS solution (50 mM K^+^‐MES, 20 mM taurine, 0.5 mM dithiothreitol, 6.56 mM MgCl_2_, 5.77 mM ATP, 15 mM phosphocreatine, 20 mM imidazole, pH 7.1, adjusted with 5 N KOH at 4°C, 10 mM Ca‐EGTA buffer, 2.77 mM CaK_2_EGTA + 7.23 mM K_2_EGTA, and 0.1 mM free calcium). Heart homogenates were prepared as previously described (Zunica et al. 2021, 2024) to a final concentration of 1 mg/mL using additional MiR05 buffer (110 mM sucrose, 60 mM K^+^‐lactobionate, 0.5 mM EGTA, 3 mM MgCl_2_, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES adjusted to pH 7.1 with KOH at 37°C and 1 g/L de‐fatted BSA) and 2.25 mL were placed into the Oxygraph chamber. OXPHOS and ET capacity was determined using the following concentrations of substrates, uncouplers, and inhibitors: malate (2 mM), pyruvate (2.5 mM), ADP (2.5 mM), glutamate (10 mM), succinate (10 mM), tetramethyl‐p‐phenylenediamine (TMPD, 0.5 μM), ascorbate (2 mM), carbonylcyanide‐p‐trifluoromethoxyphenylhydrazone (FCCP, 0.5 μM increment), rotenone (75 nM), antimycin A (125 nM), and sodium azide (200 mM). Oxygen flux was normalized to the wet weight of total homogenized tissue (mg). Cytochrome c (10 μM) was added after the addition of glutamate to confirm mitochondrial outer membrane integrity and to ensure cytochrome c was not limiting for the measurement of each OXPHOS and ET state. O_2_ flux values were expressed relative to tissue weight per second.

### 4.9 Citrate Synthase Activity

Citrate synthase activity was determined using a commercially available colorimetric assay (Sigma). Briefly, heart lysates were centrifuged at 20,000 *g* for 15 min to pellet cell debris. The supernatant was transferred to a fresh tube, and protein content was assessed using a BCA assay (Thermo Scientific). 20 μg of protein lysate suspended in 1× assay buffer containing 30 mM acetyl‐CoA and 10 mM DTNB was plated in triplicate on a 96‐well plate. Absorbance was then measured on a plate reader set to kinetic mode (412 nm, 1.5 min duration, 10‐s intervals) before and after the addition of 10‐mM oxaloacetate. Data are expressed as μmol of activity per minute per milligram of protein.

### 4.10 Cardiac ATP Levels

Cardiac ATP concentration was determined in deproteinated heart tissue using a commercially available fluorometric assay (Abcam) according to the manufacturer's instructions. Briefly, the frozen heart (10 mg) was homogenized in 100 μL of ice‐cold 2 N PCA using 10 strokes of a handheld homogenizer, then incubated on ice for 45 min. The homogenates were centrifuged at 13,000 *g* for 2 min at 4°C. The supernatant was then transferred to a fresh tube, and the volume was brought to 500 μL with the ATP assay buffer. Excess PCA was precipitated by adding 100 μL of ice‐cold 2 M KOH, vortexing briefly, and maintaining a neutral pH. The samples were centrifuged at 13,000 *g* for 15 min at 4°C, and the supernatant was collected for ATP measurement. Standards and samples were plated in duplicate into a 96‐well black‐walled plate, the ATP reaction mix was added, and the plate was incubated at room temperature for 30 min, protected from light. The reactions were analyzed with a microplate reader (Ex/Em = 535/587 nm).

### 4.11 Immunofluorescence

The left ventricle of the heart was fixed in 10% neutral buffered formalin, embedded in paraffin, and sectioned (5 μm thick) with a cryostat. Sections were deparaffinized, rehydrated, and treated with citrate buffer for antigen retrieval before staining for mitochondrial cytochrome *c* oxidase IV (COX IV), 4′, 6‐diaminido‐2‐phenylindole (DAPI), and lysosome‐associated membrane protein 2 (LAMP2). Sections were also incubated with PBS as a negative control for staining. The images were captured with a confocal microscope (Zeiss Axiovert 220 M META confocal).

### 4.12 Transmission Electron Microscopy (TEM)

Left ventricular sections were collected at the time of necropsy and assessed for mitochondrial ultrastructure and content as described previously (Dantas et al. 2025). Briefly, small pieces of tissue were fixed by immersion in quarter‐strength Karnovsky's fixative solution. The specimens were thoroughly rinsed in 0.1 M phosphate buffer, pH 7.4, and then postfixed for 2 h in an unbuffered 1:1 mixture of 2% osmium tetroxide and 3% potassium ferricyanide. After rinsing with distilled water, the specimens were soaked overnight in an acidified 0.25% uranyl acetate solution. After another rinse in distilled water, they were dehydrated in ascending ethanol concentrations, then passed through propylene oxide, and embedded in Embed‐812 resin mixture (Electron Microscopy Sciences). Thin sections were sequentially stained with acidified uranyl acetate, followed by a modification of Sato's triple lead stain, and examined in a FEI Tecnai Spirit (T12) with a Gatan US4000 4kx4k CCD.

Mitochondrial density, area, aspect ratio, and circularity were determined by manually tracing the clearly discernible mitochondrial outlines on transmission electron micrographs and quantified using threshold‐based analysis in ImageJ. Autophagic vacuoles describe the physical features of autophagosomes, which have been counted and identified using previously established methods (Dantas et al. 2025) with the total number of autophagosomes normalized per field of view (6–10 micrograph fields per mouse).

### 4.13 Cell Culture

H9c2 cells were maintained in Dulbecco's modified Eagle's medium, supplemented with 10% (v/v) fetal bovine serum (FBS) and 1% (v/v) penicillin/streptomycin at 37°C in 5% CO_2_ in 95% air. Sub‐confluent H9c2 myoblasts were transfected with either an empty vector or short hairpin RNA (shRNA) targeting the catalytic subunit of AMPK using TransIT Transfection Reagent (Mirus Bio LLC, Madison, WI), according to the manufacturer's instructions. Stable transfectants were selected by culturing cells in medium containing 20 μg/mL puromycin. Transfection efficiency and AMPK knockdown were confirmed by immunoblotting. Given that H9c2 myoblasts' metabolism relies on glycolysis, and cardiomyocytes maintain a predominantly mitochondrial oxidative metabolism (Taegtmeyer 1994), cells were differentiated by being cultured in a low serum medium (1% FBS) in the presence of retinoic acid (10 nM; Sigma) for 10 days.

To mimic dietary protein restriction in vitro, differentiated cardiomyocytes were cultured in a modified medium that reduced amino acid availability while maintaining cell viability. Protein restriction was implemented by adjusting the concentrations of essential and nonessential amino acids in high‐glucose DMEM lacking amino acids. A custom amino acid mixture was adapted from a previously published protocol (Johnson et al. 2014), with the total amino acid concentration reduced by approximately 70% in the low amino acid (LA) group relative to the normal amino acid (NA) group. The media were replaced every 24 h, and cells were maintained under protein‐restricted conditions for 72 h. Glucose (25 mM), vitamins, sodium pyruvate, and inorganic salts were supplied at standard concentrations.

To mimic lipotoxic stress as seen in the HF group, palmitate (100 mM) was first dissolved in ethanol and conjugated to fatty acid–free bovine serum albumin (BSA) by incubating the mixture at 60°C for 10 min with constant agitation. The final BSA:palmitate molar ratio was adjusted as needed, typically to 5:1. The conjugated solution was sterile‐filtered through a 0.22 μm filter prior to use. Cells were exposed to the palmitate‐BSA solution for 4 h (Nieuwoudt et al. 2017). The ULK1 inhibitor SBI‐0206965 (25 μm, Selleckchem) was incubated overnight. After incubation, the media was aspirated, and the cells were washed twice with ice‐cold PBS before the addition of a cell lysis buffer containing 5% protease inhibitor cocktail, 5% PhosSTOP, 1% sodium orthovanadate, and 0.35% PMSF. Plates were stored at −80°C until further processing for immunoblotting.

### 4.14 Statistical Analysis

Prism 10 software (GraphPad) was used for statistical testing. Unless otherwise stated, all data are expressed as means ± standard error of the mean (SEM). Outliers were identified and removed from the dataset using Grubbs' test to ensure the validity and robustness of the results. For in vivo data, a one‐way ANOVA test was performed. For in vitro data, a two‐way ANOVA with a Bonferroni post hoc test was used to compare quantitative variables. All in vitro experiments were performed in at least three biological replicates, and the significance level was set at *p ≤* 0.05.

## Author Contributions

Wagner S. Dantas: conceptualization, methodology, validation, formal analysis, investigation, data curation, writing – original draft, writing – reviewing and editing, visualization, project administration; Elizabeth R. M. Zunica: investigation, data curation, writing – review and editing; Elizabeth C. Heintz: investigation, data curation, writing – review and editing; Charles L. Hoppel: methodology, validation, formal analysis, investigation, writing – review and editing; Cristal M. Hill: conceptualization, methodology, investigation, data curation, project administration; Christopher D. Morrison: conceptualization, methodology, investigation, data curation, project administration, funding acquisition; Christopher L. Axelrod: validation, formal analysis, investigation, data curation, writing – reviewing and editing; supervision, project administration; Gangarao Davuluri: conceptualization, methodology, investigation, data curation, writing – reviewing and editing; John P. Kirwan: conceptualization, investigation, writing – review and editing, supervision, project administration, funding acquisition.

## Funding

This work was supported by the National Institutes of Health (NIH) R01DK105032, R01DK121370 (CDM), R01DK123083 (CDM), and S10OD023703 (CDM), F32DK115137 (CMH), and K99AG070273 (CMH), U54GM104940 to J.P.K., and UL1 RR024989 (Cleveland, OH). This project used core facilities at Pennington Biomedical Research Center, which are supported, in part, by NIH center awards P30GM118430, P20GM135002, and P30DK072476. W.S.D. was supported by K99AG083239‐01.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Composition of study diets.
**Table S2:** List of reagents and resources used in the study.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Dietary Protein Restriction Ameliorates Cardiac Inflammaging via AMPK‐ULK1‐Mediated Mitochondrial Quality Control
**Source:** Aging Cell. 2026 Jan 18;25(2):e70386. doi: 10.1111/acel.70386
**Supplement:** Supplementary file 1 — Table S1: Composition of study diets. Table S2: List of reagents and resources used in the study.

**Supplementary Information**

Dietary Protein Restriction Ameliorates Cardiac Inflammaging via AMPK-ULK1-Mediated Mitochondrial Quality Control

Wagner S. Dantas, Elizabeth R. M. Zunica, Elizabeth Heintz, Charles L. Hoppel, Cristal M. Hill, Christopher D. Morrison, Christopher L. Axelrod, Gangarao Davuluri, John P. Kirwan

**Appendix**

**Supplementary Table 1**. Composition of study diets.

**Supplementary Table 2.** List of reagents and resources used in the study.

**Supplementary Table 1**. Composition of study diets.

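The table lists the ingredients of the 4 purified diets by weight. Casein, the milk protein that supplies the amino acids of these diets, differs between the diets named 5% and 20%, which correspond to LP and NP, and to HF + LP and HF. Where casein is reduced, the table shows more corn starch, and in the high-fat diets it shows more lard and less corn starch than in the others. The comparison of HF + LP with HF therefore exchanges casein for corn starch with lard unchanged, and the comparison of HF with NP exchanges corn starch for lard with casein unchanged.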

| **Research Diets Cat No: Ingredient(g)** | **D11092301 5% Casein** | **D11051801 20% Casein** | **D11092308 HF-5%Casein** | **D11092309 HF-20%Casein** |
| --- | --- | --- | --- | --- |
| Casein | 50 | 200 | 50 | 200 |
| L-Cystine | 0.75 | 3 | 0.75 | 3 |
| Corn Starch | 485 | 375.7 | 134.1 | 0 |
| Maltodextrin 10 | 150 | 125 | 125 | 125 |
| Sucrose | 107.1 | 107.1 | 107.1 | 107.1 |
| Cellulose | 50 | 50 | 50 | 50 |
| Soybean Oil | 25 | 25 | 25 | 25 |
| Lard | 75 | 75 | 242 | 242 |
| Mineral Mix S10022C | 3.5 | 3.5 | 3.5 | 3.5 |
| Calcium Carbonate | 8.7 | 12.5 | 8.7 | 12.495 |
| Calcium Phosphate Dibasic | 5.3 | 0 | 5.3 | 0 |
| Potassium Citrate | 2.4773 | 2.5 | 2.4773 | 2.4773 |
| Potassium Phosphate | 6.86 | 6.86 | 6.86 | 6.86 |
| Sodium Chloride | 2.59 | 2.59 | 2.59 | 2.59 |
| Vitamin Mix V10037 | 10 | 10 | 10 | 10 |
| Choline Bitrartrate | 2.5 | 2.5 | 2.5 | 2.5 |
| FD&C Yellow Die #5 | 0 | 0.05 | 0 | 0.025 |
| FD&C Red Dye #40 | 0.05 | 0 | 0.025 | 0 |
| FD&C Blue Dye #1 | 0 | 0 | 0.025 | 0.025 |
| **Total** | 984.8 | 1001.3 | 775.9 | 792.6 |
|  |  |  |  |  |
|  | **D11092301** | **D11051801** | **D11092308** | **D11092309** |
| **Ingredient (%)** | **5% Casein** | **20% Casein** | **HF-5%Casein** | **HF-20%Casein** |
| **gm%** |  |  |  |  |
| Protein | 5 | 18 | 6 | 23 |
| Carbohydrate | 76 | 62 | 48 | 31 |
| Fat | 10 | 10 | 34 | 34 |
| **kcal%** |  |  |  |  |
| Protein | 4 | 18 | 4 | 18 |
| Carbohydrate | 74 | 60 | 37 | 24 |
| Fat | 22 | 22 | 59 | 59 |

**Supplementary Table 2.** List of reagents and resources used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

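Gene expression was measured by RNA sequencing in left ventricular tissue of 20 mice, 5 in each of the NP, LP, HF, and HF + LP groups. The authors prepared QuantSeq 3′ mRNA libraries, sequenced 75 bp reads on a NextSeq 500, aligned them with BlueBee software, and deposited raw read counts per Ensembl gene and mouse. The paper states that DESeq2 was used for differential expression, with a q under 0.01 and a base mean over 50, and ShinyGO for GO Biological Processes. The genome build, the annotation, the counting program, and whether all diet groups entered one model are not named in the paper's text. The deposited counts list 15956 genes, each with at least 60 counts over the 20 libraries, so genes with fewer counts appear to have been left out by a rule that the paper's text does not name. Total counts per mouse lay between 12559607 and 23331907.

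Mice were assigned to diets from the sample labels and the paper. The pairing examined below comes from the animal numbers in the sample labels, and same-numbered mice of different groups are different animals. Gene symbols were found for 15917 of the listed genes. Coordinates and gene types are those of GENCODE release M21 on GRCm38, matched by Ensembl identifier.

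Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by diet group, which kept 13991, and scaled by TMM. A quasi-likelihood model was fitted to all 20 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.01 and a mean normalized count over 50. Standard errors of log2 fold changes were derived from the F statistic of the quasi-likelihood test. The comparisons were HF with NP, HF + LP with HF, LP with NP, HF + LP with NP, HF + LP with LP, and the interaction of fat and protein content. Gene sets were 27 lists, of which those on interferon, MHC class I, NLR signaling, cytosolic DNA sensing, myeloid cells, and ATF4 targets are used at the claims. A set was scored in each mouse as the mean of log2 CPM, counts scaled to library size (TMM, prior count 2) centred on each gene's mean over the 20 mice. Scores were compared by two-sided exact permutation tests, whose smallest p is 0.00794 for 5 mice against 5, with Benjamini-Hochberg adjustment over the sets of a comparison. Interactions of set scores and library measures were tested with 100000 permutations. Reactome pathways came with fgsea 1.28.0 and were matched by Entrez identifier, which 14784 listed genes had. Pathways with 5 to 500 members in the background were tested with Fisher's exact test, and with camera of limma 3.58.1 at a correlation of 0.01.

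The genes named in the text follow a rule. They are the genes of the heat maps in Figure 2A and 2B, the 5 higher and 5 lower genes with the smallest adjusted p among the called genes whose groups do not overlap, the genes the paper measures by qPCR or immunoblot, and up to 5 members of a gene set with the smallest p. Not every gene under this rule is reported here. Genes named outside it are said to have been chosen after their values were seen. The assignment of mice to groups, the tests, the gene sets used for the tests, the naming rule, and the alternatives were chosen before the data were examined, except where the text says that a setting was chosen after values had been seen.

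The test was tried on simulated counts for 13991 genes, of which 200 were changed by a log2 fold change of 1.5. With all 4 groups in the model, edgeR recovered 189 of the changed genes (94.5%) and called 4 unchanged genes, and DESeq2 1.42.0 recovered 192 (96%) and called 8. With only 2 groups in the model, edgeR recovered 176 (88%) and called 2 unchanged genes, and DESeq2 recovered 184 (92%) and called 15. In a comparison of simulated groups without any change, DESeq2 on 2 groups called 4 genes. The simulated change is larger than that of every Figure 2A gene (0.35 to 1.13), so the recovery does not show how often such smaller changes are found. The simulated DESeq2 fits of 2 groups used filterByExpr, whereas those of the real counts had no filter on low counts. Their calls of unchanged genes are thus for a different setting.

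Alternatives were RLE size factors, DESeq2, no filter on low counts, at least 10 counts in every library, an adjusted p under 0.05, no base mean minimum, the number in the library name as a covariate, the animal number as a block, only the 2 groups compared in the model, and each mouse left out in turn. For gene sets they were a prior count of 0.5, the median over genes, members with a mean normalized count over 50, RLE size factors, permutation within the number in the library name, and each mouse left out in turn. GO Biological Processes were not used here, and the paper's qPCR, immunoblot, and respirometry measurements were not analysed here.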

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

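Mice are named by diet group and animal number. The tests of marker genes in single libraries, of total counts other than that for LP 13 and LP 20, of the clock genes within library numbers, and of the non-coding share with the library number and without mitochondrial genes were chosen after the results they bear on had been seen, and the other tests were chosen before.

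Over the gene set scores, 2 library measures, and body weight, a single mouse stood apart in 6 of 120 groups of 5 mice (its gap to the nearest mouse over 0.71 of the group's range), and chance gives 6. All 6 were in gene set scores, namely HF + LP 5 in the MHC class I set (−0.60), HF + LP 1 in the myeloid set (−0.25), HF 3 in the adipocyte set (2.15), HF + LP 3 in the adipocyte set (0.55), NP 3 in the set of genes measured by qPCR (−0.69), and LP 20 in the interferon set without the genes of Figure 2 (0.19). Library size was tested as an explanation, and 0 of these mice had a total count outside the range of the other libraries. No biological explanation was tested, since the mice of a group share their diet.

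LP 13 and LP 20, whose group is not shown in Figure 2A to 2D, stood far above the other mice in genes that mark other tissues. LP 13 scored 4.78 in adipocyte markers and 3.83 in atrial markers, and it was the highest of the 20 mice in 11 of 14 adipocyte markers (78.6%) and 8 of 10 atrial markers (80%). LP 20 scored 3.54 in adipocyte markers and 3.40 in lymphocyte markers, and it was the highest in 1 of 14 adipocyte markers (7.14%) and 13 of 13 lymphocyte markers (100%). A candidate explanation is that the piece of tissue taken from LP 13 held fat and atrial tissue, and that from LP 20 fat and lymphoid tissue. Library size was also tested, and 1 of the 2 libraries, LP 13 with 23331907 counts, had a total outside the range of the others. The scores are scaled to library size. HF 5 with 20111272 counts scored −2.18 in atrial, −1.33 in adipocyte, and 0.04 in lymphocyte markers. NP 6 with 20469775 counts scored −0.73 in atrial, 1.48 in adipocyte, and 0.43 in lymphocyte markers. Its adipocyte and lymphocyte scores were the highest of the NP group. A high total thus did not always come with high scores, but a part of library size in the adipocyte and lymphocyte scores is not excluded. A wider sampling of tissue remains as an explanation. The other 3 LP mice scored from −0.58 to 0.28 in adipocyte markers, LP 15 and LP 5 had atrial scores of 2.58 and −2.72, the latter the lowest of the 20 mice, and HF 1 and HF 3 on a diet without protein restriction scored 2.62 and 2.14 in atrial markers, which goes against an effect of the LP diet shared by the group.

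Of the 30 genes called lower in HF than in NP, 18 (60%) are not annotated as protein-coding and are termed non-coding here. This compares to 3.57% of the 10159 genes that could be called (Fisher's exact test, p = 5.41e-19), whereas 0 of the 7 higher genes are of this kind. The paper does not report on these genes. Their share was 57.9% with only the 2 groups in the model, 42.4% with DESeq2, and 24.2% with DESeq2 on the 2 groups, a setting chosen after the first values were seen. On GRCm38, 14 of the 18 lie inside a protein-coding gene on the same strand, among them Gm42970, Gm42971, and Gm42972 inside Ank2, and the changes of these host genes ran from −0.01 (Maml3) to −0.43 (Ank2) on the log2 scale. Apart from Gm42972, the genes named here were chosen after their values were seen. Neat1, also chosen in this way, fell by 1.20 (adjusted p = 0.000389, edgeR with Benjamini-Hochberg adjustment), and all 5 HF mice lay below the NP mice in the mean score of the 18 genes. That score differed by −1.36 between HF and NP, by 0.47 between HF + LP and HF, and by −0.89 between HF + LP and NP. These genes were chosen for being low in these HF mice and high in these NP mice, which shapes each of these differences. Between HF + LP and LP, which holds neither group, it differed by −0.84 (exact permutation test, p = 0.00794), with 5 of 5 HF + LP mice below all LP mice. Over all 362 non-coding genes, HF differed from NP by −0.25 (exact permutation test, p = 0.0397), HF + LP from HF by 0.21 (exact permutation test, p = 0.0159), HF + LP from NP by −0.05 (exact permutation test, p = 0.532), and HF + LP from LP by −0.04 (exact permutation test, p = 0.698).

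Library size went against being the explanation of the lower non-coding genes, since totals did not differ between HF and NP (exact permutation test, p = 0.881). Without the genes encoded in mitochondrial DNA, a setting chosen after their share was seen, 36 genes were called, 34 of them shared with the first 37. Of the 27 lower ones, 18 (66.7%) are not annotated as protein-coding. The longest compared to the shortest genes differed by −0.06 between HF and NP (exact permutation test, p = 0.317). With the number in the library name as a covariate 31 genes were called, of which 25 were lower. Of these 25, 18 (72%) are not annotated as protein-coding. A list of 27 nuclear RNAs written before its test was lower in HF, with a difference of −0.34 (exact permutation test, p = 0.0238), and HF + LP differed in it from NP by −0.11 (exact permutation test, p = 0.365) and from LP by −0.14 (exact permutation test, p = 0.262). A smaller nuclear or unspliced share of the RNA is therefore not shown to account for the low score of the 18 genes in HF + LP. For HF compared to NP it is a candidate explanation that remains, and a regulated change of these transcripts by the diet cannot be told apart from it.

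Clock genes, which the paper does not discuss, differed between HF and NP. The genes driven by BMAL1 differed by −0.97 (exact permutation test, p = 0.00794) and those of the opposite phase by 0.65 (exact permutation test, p = 0.0476). The difference between these 2 arms was −1.62, with 5 of 5 HF mice below all NP mice (exact permutation test, p = 0.00794, the smallest possible). Within libraries that share a number in the library name it was −1.50 (exact permutation test, p = 0.0167, from 60 permutations), so the library number alone does not account for it. Among the HF and HF + LP mice, though, the 6 with library number 3 scored from −2.19 to −0.78 and the 4 with numbers 1 and 2 from 0.33 to 1.25 (exact permutation test, p = 0.00476), while NP mice scored from 1.01 to 1.49 and LP mice spread more widely, with the lowest at −2.15. Tissue collected at different times of day, possibly on different days, is a candidate explanation that these values leave open. The paper states that animals were killed in the middle of the light phase unless otherwise stated, which goes against wide differences in time of day. The time of each mouse was not analysed here. An effect of the HF diet on the cardiac clock cannot be told apart from the time of collection. The difference between the arms was −0.78 in HF + LP compared to LP (exact permutation test, p = 0.476). It was −1.20 in LP compared to NP (exact permutation test, p = 0.294) and −1.98 in HF + LP compared to NP (exact permutation test, p = 0.0317). A shift with fat content was thus not established between the low-protein diets.

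The share of counts from mitochondrial DNA changed with protein restriction by −2.91 percentage points from NP to LP (exact permutation test, p = 0.222) and by 4.56 from HF to HF + LP (exact permutation test, p = 0.0238). The interaction of 7.46 percentage points had a permutation p of 0.00655, and 0.0197 after Benjamini-Hochberg adjustment over 3 library measures. The interaction in total counts had a permutation p of 0.920, and with the share centred within the number in the library name the permutation p of its interaction was 0.00515, so neither explanation was borne out. HF was lower than NP by −4.45 percentage points (exact permutation test, p = 0.00794), with totals that did not differ (exact permutation test, p = 0.881). Without mt-Nd4 the difference was −2.35 (exact permutation test, p = 0.0397), with 4 of 5 HF mice below all NP mice. The nuclear-encoded genes of the respiratory chain differed between HF and NP by −0.03 (exact permutation test, p = 0.722), so fewer respiratory chain transcripts of all kinds were not seen in this comparison. Their interaction of 0.26 (permutation p = 0.0232, Benjamini-Hochberg adjusted p = 0.0895) had the direction of that of the share. The mean score of 8 tested mitochondrially encoded genes, which weighs each gene alike, differed between HF and NP by 0.01 (exact permutation test, p = 0.952) and between HF + LP and HF by 0.18 (exact permutation test, p = 0.325), with an interaction of 0.39 (permutation p = 0.0837, Benjamini-Hochberg adjusted p = 0.161). The share of counts and this score therefore give different pictures, and a change of mitochondrial transcripts in general is not established. RNA quality and oligo-dT priming within these transcripts were not tested, so a technical origin remains open.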

How the results depend on the processing

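DESeq2 on only the 2 groups compared, the paired set differences for HF compared to NP, camera with estimated correlations, the robust fit, and the fit without mitochondrial genes were chosen after values had been seen. The cause was not tested for any change given here.

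For HF compared to NP, 37 genes were called. RLE size factors (34), no filter (35), at least 10 counts in every library (42), the number in the library name as a covariate (31), a robust fit (37), no mitochondrial genes (36), and no base mean minimum (39) kept the count within 1.5 times. DESeq2 gave 159, only the 2 groups 61, DESeq2 on only the 2 groups 365 (636 at an adjusted p under 0.05), an adjusted p under 0.05 gave 157, and the animal number as a block 2. Leaving out each mouse gave from 20 to 32. The share of lower genes was 81.1% and fell to 62.3% with only the 2 groups, 57.9% with DESeq2, and 56.7% with DESeq2 on only the 2 groups.

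For HF + LP compared to HF, 0 genes were called (443 at an unadjusted p under 0.05). DESeq2 gave 13, DESeq2 on only the 2 groups 23, and leaving out each mouse from 0 to 1 (Apod, without HF 1). Genes called in opposite directions in both comparisons numbered 0 (268 at an unadjusted p under 0.05 in both), 9 with DESeq2, 8 with DESeq2 on only the 2 groups, and from 0 to 1 when a mouse was left out. For LP compared to NP, 0 genes (602 unadjusted) became 4 with DESeq2. For HF + LP compared to NP, 4 genes became 31 with DESeq2, 48 with DESeq2 on only the 2 groups, 7 with at least 10 counts in every library, 1 with the animal number as a block, 2 with only the 2 groups, 16 at an adjusted p under 0.05, and from 2 to 9 when a mouse was left out. For HF + LP compared to LP, 14 genes became 84 with DESeq2, 33 with DESeq2 on only the 2 groups, 5 with the library number as a covariate, 0 with the animal number as a block, 0 with only the 2 groups, 45 at an adjusted p under 0.05, and from 1 to 16 when a mouse was left out. The interaction had 0 genes (620 unadjusted) and 1 with DESeq2.

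Of the Figure 2A genes 0 were called, 12 with DESeq2, 20 with DESeq2 on only the 2 groups, 11 at an adjusted p under 0.05, 1 with at least 10 counts in every library, 1 with only the 2 groups, and from 0 to 1 when a mouse was left out. Of the Figure 2B genes 0 were called, 7 with DESeq2, 20 with DESeq2 on only the 2 groups, and from 0 to 1 when a mouse was left out.

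With the animal number as a block, HF + LP compared to HF, which share 5 animal numbers, had 0 called genes, and same-numbered mice had a mean correlation of −0.0381. The paired difference was −0.81 for the interferon set (exact sign-flip permutation p = 0.125) and −0.63 for the interferon-induced NLR members (exact sign-flip permutation p = 0.0625, the smallest that 5 pairs allow), and the other NLR genes had an exact sign-flip permutation p of 0.438. The mean correlation of same-numbered mice was 0.208 for LP and NP (1 shared number), −0.0441 for HF + LP and NP (3), and 0.179 for HF + LP and LP (2).

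The interferon difference between HF + LP and HF passed an adjusted p of 0.05 with the median over the genes (−0.76, exact permutation test with Benjamini-Hochberg adjusted p = 0.0476, range 0.0306 to 0.307 over all alternatives), and it ran from −1.02 to −0.68 when a mouse was left out. The interferon-induced NLR members did so with the median (−0.50, exact permutation test with Benjamini-Hochberg adjusted p = 0.0476, range 0.0306 to 0.241), and ran from −0.77 to −0.54 when a mouse was left out. Without HF 1 these 2 sets, the interferon set without Figure 2 genes (from −0.92 to −0.62 over the mice left out), and the MHC class I set (from −0.60 to −0.38) had an adjusted p of 0.0306 (exact permutation test with Benjamini-Hochberg adjustment), and the myeloid difference between HF and NP (from 0.52 to 0.62) had 0.0429. The interferon difference between HF + LP and NP changed sign to 0.12 without NP 5, 0.036 without NP 8, and 0.055 without HF + LP 5, in a range from −0.14 to 0.12, and that between LP and NP to 0.013 without NP 5, in a range from −0.25 to 0.013. The ATF4 target difference between LP and NP of 0.04 changed sign to −0.034 with the median and −0.048 with members over a mean normalized count of 50. The interferon difference between HF and NP kept its direction and its side of the threshold, from 0.74 to 0.93 over the other alternatives and from 0.66 to 1.00 when a mouse was left out.

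Enriched Reactome pathways in HF compared to NP numbered 0 (7 unadjusted), 2 with DESeq2, and 97 with camera. In HF + LP compared to HF they numbered 0 (0 unadjusted, with 0 genes called), 3 with DESeq2, 1 with DESeq2 on only the 2 groups, and 84 with camera. With the correlation estimated for each pathway, camera gave 0 in both comparisons (79 and 85 unadjusted).

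Over 64 results for single genes, 640 values under alternatives held 540 that kept their direction and side of the threshold, 39 weaker, 61 stronger, and 0 reversed. Leaving out each mouse gave 640 values, of which 554 kept both, 84 were weaker, 2 stronger, and 0 reversed. Body weight differences ran from 13.4 to 18.2 g for HF and NP, and from −12.2 to −8.48 g for HF + LP and HF, when a mouse was left out. The deposited counts hold no gene with fewer than 60 counts over the libraries, which limits what can be said of weakly expressed genes.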

Differences from the paper's values

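The heat map of Figure 2A shows the paper's 20 genes for HF compared to NP, and 0 of them were called here with edgeR over all 4 groups (20 at an unadjusted p under 0.05). The heat map of Figure 2B shows the paper's 20 genes for HF + LP compared to HF, and 0 of them were called (19 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap. For Figure 2A, DESeq2 over all groups called 12 of the 20, an adjusted p under 0.05 called 11, a filter of at least 10 counts in every library called 1, a model of only the 2 groups called 1, and the models that left out a mouse called from 0 to 1. For Figure 2B, DESeq2 over all groups called 7 and the models that left out a mouse called from 0 to 1. Zbp1, Ifi208, and Gm4951 lay under the base mean minimum in the fit of all groups and could not be called in it. DESeq2 on only the 2 groups compared called all 20 genes in each heat map, and it was chosen after seeing the values.

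The legend presents these as the leading genes of each comparison. By p from edgeR the Figure 2A genes ranked from 40 to 702 and the Figure 2B genes from 1 to 882. With DESeq2 on only the 2 groups, chosen after seeing the values, they ranked from 118 to 142 and from 4 to 25. The legend gives the paper's group size as 6 mice, and 5 libraries per group were analysed here.

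The paper states that protein restriction lowers NLR signaling. That statement concerns the pathway as a whole, which was scored here only in the parts given next, each with a lower mean in HF + LP. The score of the NLR genes without the interferon-induced members differed between HF + LP and HF by −0.05 (exact permutation test, p = 0.333), and that of the interferon-induced members by −0.63 (exact permutation test, p = 0.0159, Benjamini-Hochberg adjusted p = 0.107).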

Other observations

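The tests of the HF mice shared by both comparisons, of regression on the myeloid and lymphocyte scores, and of the library number in the interferon set were chosen before their results were seen, and the tests of total counts, of Nppa, and of the lymphocyte difference between HF + LP and HF as an explanation after.

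The counts of called genes were compared with other divisions of the same mice into groups of 5 that part as many same-numbered mice, and divisions that keep more same-numbered mice together were not counted. For HF compared to NP, 1 of 24 divisions, the real one, gave as many called genes, while at an unadjusted p under 0.05 2 of 24 gave as many. The real division was also the only one to give as many for HF + LP compared to NP (1 of 24) and HF + LP compared to LP (1 of 40), while at an unadjusted p under 0.05 3 of 24 and 3 of 40 gave as many. Where 0 genes were called, genes at an unadjusted p under 0.05 were counted. For HF + LP compared to HF, 7 of 16 divisions gave at least the 443 genes of the real one, and with 16 divisions a share under 0.05 cannot show. For LP compared to NP it was 25 of 70, for the interaction 38 of 100, and for changes in opposite directions in both comparisons 6 of 100. The real division is counted in each of these, and the others among the 100 were drawn at random. For the genes of Figure 2A and 2B, 24 of 24 and 16 of 16 divisions gave as many as the 0 called, which decides nothing.

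Across 10159 genes, which are not independent replicates, the log2 changes in HF compared to NP and in HF + LP compared to HF had a correlation of −0.48. The same HF mice enter both comparisons. When the HF mice were divided between the comparisons in 20 ways, the mean correlation was −0.0313, from −0.34 to 0.28. With edgeR's log2 fold changes the correlation was −0.557. Of 100 groupings of the mice, the real one and random ones, 48 gave as negative a value, counting the real one. The median over the random regroupings was −0.526. The transcriptome-wide opposition of the 2 comparisons may therefore reflect the shared HF mice.

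The lower interferon score in HF + LP compared to HF was tested against cell content. Regression on the lymphocyte score left the difference at −0.81 (exact permutation test, p = 0.0317) and so removed nothing, which by itself does not exclude lymphocytes. The lymphocyte score was not lower in HF + LP than in HF, with a difference of 0.14 (exact permutation test, p = 0.690). Total counts did not differ (exact permutation test, p = 0.563). After regression on the myeloid score it was −0.40 (exact permutation test, p = 0.0952), and within the number in the library name the exact permutation p was 0.05. HF and HF + LP hold the same library numbers in the same proportions, so a shift between these numbers does not produce the difference. Fewer myeloid cells in the HF + LP heart, a lower interferon response within cells, or both are candidate explanations, and the values cannot tell them apart. Of the HF mice, HF 1 scored −0.18 and HF 3 scored 0.32, and HF 2, HF 4, and HF 5 scored 1.15, 0.96, and 0.92.

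The interaction of fat and protein content was tested for the 27 sets, and none passed an adjusted p of 0.05. The interferon interaction was −0.68 (permutation p = 0.0457, Benjamini-Hochberg adjusted p = 0.106), the myeloid −0.51 (permutation p = 0.0212, Benjamini-Hochberg adjusted p = 0.0895), the cytosolic DNA sensing −0.55 (permutation p = 0.0085, Benjamini-Hochberg adjusted p = 0.0895), and the ATF4 target interaction −0.28 (permutation p = 0.00344, Benjamini-Hochberg adjusted p = 0.0895). An effect of protein restriction on the interferon genes that depends on the HF diet is thus not established. In LP compared to NP, the interferon score differed by −0.13 (exact permutation test, p = 0.556, Benjamini-Hochberg adjusted p = 0.837) and the ATF4 target score by 0.04 (exact permutation test, p = 0.571, Benjamini-Hochberg adjusted p = 0.837). HF + LP compared to HF differed in the ATF4 target score by −0.24 (exact permutation test, p = 0.00794, Benjamini-Hochberg adjusted p = 0.107), with 5 of 5 HF + LP mice below all HF mice.

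In HF + LP compared to NP, 4 genes were called, all lower. They were 5430431A17Rik (−2.06), Gm42972 (−1.11), Kmt2d (−0.74), and Abat (−1.65), with log2 fold changes in parentheses. In HF + LP compared to LP, 14 genes were called, 7 higher and 7 lower, with Decr1 (0.73), Fbp2 (0.87), and Rbp7 (1.02) among the higher genes. In LP compared to NP, 0 genes were called (602 at an unadjusted p under 0.05), and DESeq2 called 4, Bmp10, Fasn, Elovl6, and 1700120C14Rik, which were named after their values were seen and had log2 fold changes of 7.71, 4.20, 4.78, and −0.61 in edgeR. Bmp10 is in the list of atrial markers and Fasn in that of adipocyte markers.

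Nppa, a marker of cardiac stress in the paper's qPCR, ranged from 732 to 286634 counts over the 20 libraries and differed between HF and NP by a log2 fold change of 1.32 (standard error 1.36, adjusted p = 0.770 from edgeR with Benjamini-Hochberg adjustment). Its level followed that of 9 other atrial markers over the 20 mice (Pearson's r = 0.963, Spearman's rho = 0.920, permutation p = 1e-05 for each, the smallest that 100000 permutations give, in a family of 1 relation). Without LP 13 and LP 15, r was 0.951. A varying amount of atrial tissue in the ventricular samples is a candidate explanation for the spread of Nppa.

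Among the genes that the paper measures by qPCR or immunoblot, none was called in any comparison. Tmem173, which encodes STING, was higher in HF than in NP by 0.33 on the log2 scale (unadjusted p = 0.0177, adjusted p = 0.245 from edgeR with Benjamini-Hochberg adjustment), with every HF mouse above every NP mouse, and it differed between HF + LP and HF by −0.27 (unadjusted p = 0.0471, adjusted p = 0.999 from edgeR). Cgas was higher in HF than in NP by 0.44 (unadjusted p = 0.0147, adjusted p = 0.226 from edgeR), with every HF mouse above every NP mouse, and it differed between HF + LP and HF by −0.24 (adjusted p = 0.999 from edgeR). A separation of 5 mice from 5 in either direction is given by chance in 0.794% of genes. The log2 fold changes of Tbk1 and Irf3 in HF compared to NP were 0.27 and −0.16, and those of the chemokine genes Cxcl9 and Cxcl10 were 0.90 and 1.18 in HF compared to NP and −0.71 and −1.13 in HF + LP compared to HF, with edgeR adjusted p of 0.143, 0.323, 0.822, and 0.967. Fgf21, Klb, and Kl are not among the listed genes and were not analysed here.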
